# The Rbf1, Hfl1 and Dbp4 of *Candida albicans* regulate common as well as transcription factor-specific mitochondrial and other cell activities

**DOI:** 10.1186/1471-2164-15-56

**Published:** 2014-01-22

**Authors:** Kasra Khamooshi, Patricia Sikorski, Nuo Sun, Richard Calderone, Dongmei Li

**Keywords:** Transcription factor, Non-glucose carbon metabolism, Mitochondria, Lipid oxidation, Metabolic regulation, *Candida albicans*

## Abstract

**Background:**

Our interest in *Candida albicans* mitochondria began with the identification of *GOA1*. We demonstrated its role in cell energy production, cross-talk among mitochondria and peroxisomes, non-glucose energy metabolism, maintenance of stationary phase growth, and prevention of premature apoptosis. Its absence results in avirulence. However, what regulated transcription of *GOA1* was unknown.

**Results:**

To identify transcriptional regulators (TRs) of *GOA1*, we screened a *C. albicans* TF knockout library (TRKO) and identified Rbf1p, Hfl1p, and Dpb4p as positive TRs of *GOA1*. The phenotypes of each mutant (reduced respiration, inability to grow on glycerol, reduced ETC CI and CIV activities) are reasonable evidence for their required roles especially in mitochondrial functions. While the integration of mitochondria with cell metabolic activities is presumed to occur, there is minimal information on this subject at the genome level. Therefore, microarray analysis was used to provide this information for each TR mutant. Transcriptional profiles of Rbf1p and Hfl1p are more similar than that of Dpn4p. Our data demonstrate common and also gene-specific regulatory functions for each TR. We establish their roles in carbon metabolism, stress adaptation, cell wall synthesis, transporter efflux, peroxisomal metabolism, phospholipid synthesis, rRNA processing, and nuclear/mtDNA replication.

**Conclusions:**

The TRs regulate a number of common genes but each also regulates specific gene transcription. These data for the first time create a genome roadmap that can be used to integrate mitochondria with other cell processes. Of interest, the TRs are fungal-specific, warranting consideration as antifungal drug targets.

## Background

Fungal invasive infections of humans are now referred to as “hidden killers” [1]. More than 90% of these infections are caused by species of *Candida*, *Cryptococcus*, *Aspergillus*, and *Pneumocystis*[1]. Blood-borne, nosocomial candidiasis is ranked 4^th^ in frequency in the USA with a crude and attributable mortality of 49 and 27% (USA), similar to other developed countries [1,2]. The incidence of candidiasis has increased sharply over the past few decades primarily due to cancer chemotherapy, organ/bone marrow transplantation, surgical intervention, and the AIDS pandemic [3,4]. Treatment of these infections costs ~ $2.0-2.6 billion per year [5-8]. Global cryptococcal meningitis (usually caused by *C. neoformans*) in HIV/AIDS patients and others with immunosuppression therapies is estimated at 1 million cases per year; 620,000 deaths alone are in Sub-Saharan Africa [1]. *Cryptococcus gattii* is an emerging pathogen of apparently healthy people, signifying its potential as an even more dangerous invasive fungus. Death from the top 10 invasive fungi (1-1.5 million) is equal to or more than that of tuberculosis (1.4 million) or malaria (971,000) [1]. The enormity of fungal infections is magnified by the non-invasive (superficial) infections such as nail and scalp infections (1.9 billion), vaginal infections of women during child-bearing years (frequency of 50-75%), and oral and esophageal candidiasis in HIV/AIDS patients (12 million). In part, the rising costs are associated with inappropriate therapy, defined as delayed intervention, inadequate dosage, or administration of an antifungal to which an isolate was considered drug resistant [6].

*C. albicans* remains as the most common cause of candidiasis among all *Candidia* species. Virulence of this organism is commonly attributed to factors that initiate colonization of host cells (the ALS gene family and others), cause invasion (secreted lipases and proteases), regulate morphogenesis (the yeast hyphal transition), and biofilm formation [1]. *In vivo* virulence of these factors has been established in animal models fulfilling the paradigm of “Molecular Koch’s postulates”. Aside from the construction of single mutants to verify a role in pathogenesis, another useful approach to understanding virulence is to characterize global gene differences between a pathogen (*C. albicans*) and a non-pathogen (*Saccharomyces cerevisiae*, model yeast) or between two pathogens, one with a much lower incidence of causing candidiasis (*C. dublinensis*) [9]. Both types of data suggest interpretations of the gene repertoire needed by a pathogen. One of the major differences between *C. albicans* and model yeast is a rewiring of transcriptional regulation [10]. For *C. albicans*, enzymes of alternative carbon metabolism (non-glucose substrates) are stabilized even in the presence of glucose, compared to model yeast of which these same enzymes are regulated by glucose-repressible events [11]. Speculation is that *C. albicans* maintains a backup source for energy and carbon conservation to respire when confronted with low levels of host glucose. Model yeast when grown aerobically uses glucose via glycolysis and is referred to as Crabtree-positive. Oppositely, *C. albicans* respires oxidatively in the presence of glucose and is Crabtree-negative [12]. These observations are not surprising, given the differences in their environmental niches. In the case of *C. albicans*, low blood levels of glucose cause the utilization of alternative carbon sources as mentioned above and described in other labs [13-16]. Some peroxisomal activities in *C. albicans* are critical to the pathogenesis of candidiasis, since these organelles house alternative carbon metabolic pathways (such as the glyoxylate cycle) that are critical to survival of the organisms in macrophages [15].

Our interest in mitochondria of *C. albicans* began with the identification of *GOA1*[16]. Functional annotation was developed based upon phenotypic assays of a *goa1*Δ null mutant. Goa1p translocates to mitochondria during stress and in the presence of non-glucose substrates such as glycerol. The protein regulates complex I (CI) of the electron transport chain and also interacts with peroxisomes, organelles that house alternative carbon metabolic pathways. The loss of *GOA1* causes a major reduction in mitochondrial membrane potential and a concomitant reduction in the formation of ATP. We have shown that a dysfunctional CI causes an increase in reactive oxidant species (ROS), triggering apoptosis and an associated shortened chronological aging *in vitro*[16-18]. We demonstrated that cross-talking between mitochondria and peroxisomes in the presence of either glucose or non-glucose substrates requires Goa1p [17,19]. Importantly, there are several defects in the mutant in regard to virulence and host cell interactions [20]. Compared to parental and gene-reconstituted strains, *goa1*Δ is avirulent in a murine model of blood-borne candidiasis, killed readily by human neutrophils *ex vivo*, and hypersusceptible to triazoles. Microarray analyses of *goa1*Δ indicate a major down regulation of genes associated with peroxisomal functions and carbon metabolism [17,19]. But, what regulates *GOA1*? Herein, we report on the identification of three transcription regulator (TR) Rbf1p, Hfl1p, and Dpb4p, each of which positively regulates *GOA1*. Importantly, we assign functions to each of these transcription factors in the regulation of cellular processes. Two of these TRs have not been functionally annotated, and the third (Rbf1p) is a repressor of filamentation [21,22]. Using microarray analysis, we show that there is both TR-specific gene regulation as well as regulation of a set of common genes.

## Results

### Identification of transcription regulators of *GOA1*

To initially identify transcription factors that regulate *GOA1*, we screened a transcription regulator knockout (TRKO) library of *C. albicans*[21]. The library was maintained in 96-well microtiter plates at -80°C. The initial screen of 163 TR mutants was done in 36-well plates containing YP-dextrose (YPD) or YP-glycerol (YPG), since glycerol is only a substrate for mitochondrial oxidation. Cultures of each mutant were grown overnight and inoculated in each medium. We identified 6 mutants that were either unable to grow or grew poorly only on YP-glycerol (YPG) (Figure 1A and Table 1). Two independently generated mutants of each gene were used in assays for growth on both YPD and YPG (Figure 1A). Each independent gene mutant is identified as X and Y.

**Figure 1:**
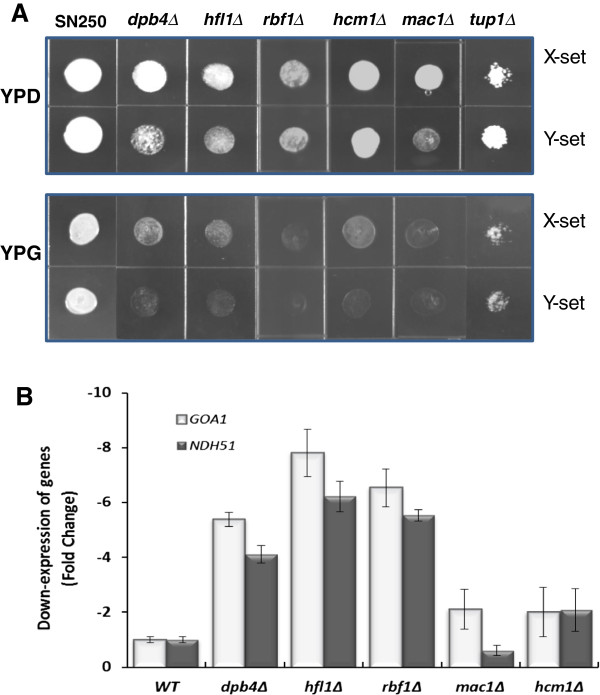
**Glycerol utilization and transcriptional regulation of *GOA1 and NDH51 *by the TRKOs. A**. Drop plate assays of 6 TRKO mutants in YP-dextrose (YPD) or YP-glycerol (YPG). Each mutant was spot inoculated with 3 μl of stock cells and grown at 30°C for 24 h. X- and Y-sets refer to two independently constructed mutants lacking each gene. The reduction or lack of growth on YPG indicates a mitochondrial respiratory dysfunction. **B**. Each of the mutants shown in (A) was measured for transcription of *GOA1* by Real-time PCR. Data are indicated as a down regulation of either *GOA1* or *NDH51*. The latter encodes a Complex I subunit of the mitochondrial electron transport chain. Dpb4p, Hfl1p and Rbf1p are positive regulators of both *GOA1* and *NDH51*.

**Table 1:** TRKOs those are unable to grow on YP-Glycerol and their mutant phenotypes

**ORF**	**Gene**	**Description**	**Mutant phenotype**
orf19.4853	*HCM1*	Has a forkhead domain; involved in hyphal morphogenesis; similar to the *S.cerevisiae* ortholog that regulates transcription during S-phase of the mitotic cell cycle	Vegetative growth decreased in YPG
orf19.7068	*MAC1*	Regulon of *CaCTR*1, a high affinity copper transporter gene; role in ion homeostasis	Vegetative growth decreased in YPG
orf19.2088	*DPB4*	Putative DNA polymerase epsilon subunit D; Ortholog of *S.cerevisiae* involved in DNA-dependent DNA replication	Viable, slow-growing and displays abnormal invasive growth
orf19.3063	*HFL1*	HAP5-like; phosphorylated protein	Vegetative growth decreased in YPG
orf19.5558	*RBF1*	Glutamine-rich activation domain; binds RPG-box DNA sequences; antigenic during human oral infection	Vegetative growth decreased in YPG
orf19.6109	*TUP1*	Co-repressor; represses filamentous growth; regulates switching	Abnormal colony appearance on YPD and YPG

The mutants that did not grow on YPG were assayed for transcription of *GOA1* using real-time PCR (Figure 1B). Of the six mutants, we observed significant down regulation of *GOA1* in mutants lacking *HFL1*, *RBF1*, or *DPB4*. Transcription levels for both *GOA1* and *NDH51* (Ndh51p is a complex I subunit protein) were decreased 4-6 fold in *RBF1*, *HFL1,* and *DPB4* TRKO strains. Orf19.2088 is named *DPB4* which corresponds to the *S. cerevisiae* ortholog. The *MAC1* and *HCM1* mutants had much smaller changes than the *RBF1*, *HFL1,* or *DPB4* TRKO strains *vs.* wild type (WT) cells (Figure 1B). The knockout strain for *TUP1* was excluded from further studies because of its poor viability. *HCM1* and *MAC1* are conserved transcriptional regulators in *C. albicans* and *S. cerevisiae*[21]. Mac1p and Tup1p are thought to regulate copper and iron uptake [23]. Our data indicate that we have identified three TRs that regulate *GOA1* and *NDH51* both of which are required for mitochondrial activity in *C. albicans*. Of importance, their role as regulators of cell metabolism has not been described. The remaining sections reflect our studies of the 3 TR mutants whose transcription of *GOA1* was down regulated.

### Morphology and growth of *hfl1Δ*, *rbf1Δ*, and *dpb4Δ*

A comparison of morphology as well as doubling times was carried out with the *RBF1, HFL1* and *DPB4* TRKO strains (Figure 2,A-C and Table 1). Abnormal colony phenotypes (Figure 2A) and filamentous microscopic growth (Figure 2B) were observed in most growth conditions compared to the parental strain. Each of the three TRKO strains exhibited smaller colonies and a near absence of filamentous rings at the edges of colonies compared to WT colonies on Spider medium (Figure 2A). The surface of colonies from mutant strains was extensively wrinkled by day 7 on both Spider and YPD (pH 9.5) agar media. Invasive growth on YPD-2% glucose, pH 9.5, also was diminished in the three TRKO strains. All mutants were constitutively filamentous in YPD at 30°C. However, *dpb4*∆ was less filamentous compared to the other two mutants (50% of cells), and those were mostly pseudohyphae. *Rbf1*Δ and *hfl1*Δ were similar to WT cells in 10% serum at 37°C, as reported previously for *rbf1*Δ [21]. The growth phenotypes of each mutant are summarized in Table 1 and also described at the *Candida* CGD database (http://www.candidagenome.org). Doubling times varied according to the specific mutant from 3.32 to 5.32 hr compared to WT cells (2.84 hours) (Figure 2C).

**Figure 2:**
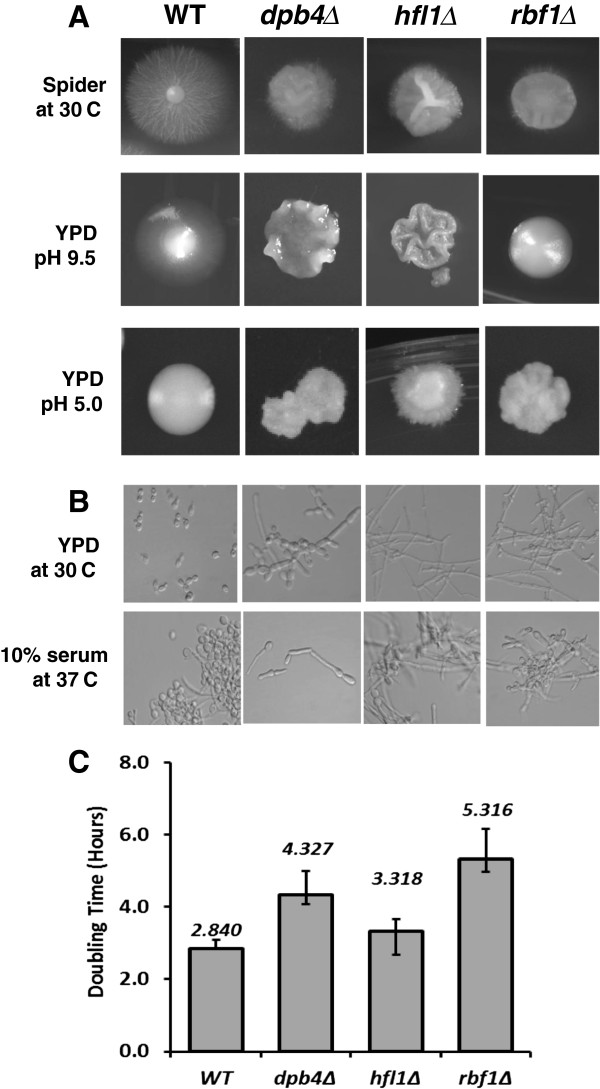
**The yeast to hyphal transition, generation time, and transporter activity are altered in each of the TRKO mutants. A**. Growth on Spider agar, YPD pH 9.5 and YPD pH 5.0. On Spider agar, all mutants had reduced colony growth. On YPD (below), colony diameter was again reduced and each mutant had a wrinkled colony appearance with a lack of filamentation at pH 9.5. **B**. Microscopic growth of each mutant is shown. In YPD (30°C), each of the TRKO mutants was constitutively filamentous compared to the yeast growth of WT cells (SN250) as reported previously [21,22]. In 10% serum, all mutants and WT strains are filamentous.** C**. Doubling times are shown for WT (SN250) as well as each TRKO strain. Strains *dpb4*∆ and *rbf1*∆ were significantly higher than WT cells. Strain *hfl1*∆ was not significantly different than WT cells. Doubling time was determined by cell mass measurements.

### Antifungal susceptibilities of the TR mutants

Since we showed previously that deletions of *GOA1* and *NDH51* resulted in hypersensitivity to triazole antifungals [19], we compared the susceptibilities of each TR mutant to the antifungals fluconazole, amphotericin B (AmB), and caspofungin (Table 2). Since trailing has been reported, we measured both MIC_50_ and MIC_100_ for fluconazole. Similar to our published data on *goa1*Δ and *ndh51*Δ, *rbf1Δ* and *hfl1Δ* are hypersusceptible to 1-2.0 μg/ml fluconazole (MIC_100_), while *dpb4*Δ was similarly susceptible as parental cells. The susceptibilities of all mutants to AmpB and caspofungin were not statistically different compared to parental cells.

**Table 2:** Antifungal drug susceptibilities to cell membrane and cell wall inhibitors*

**Gene KO**	**Fluconazole(μg/ml)**		**AmB (μg/ml)**	**Caspofungin (μg/ml)**
	**MIC**_**100**_	**MIC**_**50**_	**MIC**_**100**_	**MIC**_**100**_
**WT**	256	0.5	0.25	0.25
***GOA1***	1.0	1.0	1.0	0.0625
***DPB4***	256	1.0	1.0	0.5
***HFL1***	2.0	0.25	0.5	0.125
***RBF1***	2.0	0.25	0.25	0.0625

*Data reflect averages of 3 experiments.

### The TF mutants are hypersusceptible to inhibitors of cell wall formation

Surprisingly, all mutants were hypersusceptible to calcofluor white (CFW) and caspofungin on drop plate assays, but *rbf1Δ*and *hfl1Δ* were more so than *dpb4*Δ (Figure 3). As for susceptibility to Congo red (a β-1,3-glucan inhibitor), only the *rbf1Δ* and to a lesser extent *hfl1Δ* were more susceptible than WT cells*.* Thus, *rbf1*Δ was affected most by cell wall formation inhibitors. The differences between the caspofungin MICs (described above) and cell wall inhibitor drop plate assays suggest that the regulation of cell wall integrity among the three TRs is different. However, the disparities of both assays could also be an explanation as MIC determinations were done using RPMI medium at 37°C while drop plate assays were done in YPD agar at 30°C.

**Figure 3:**
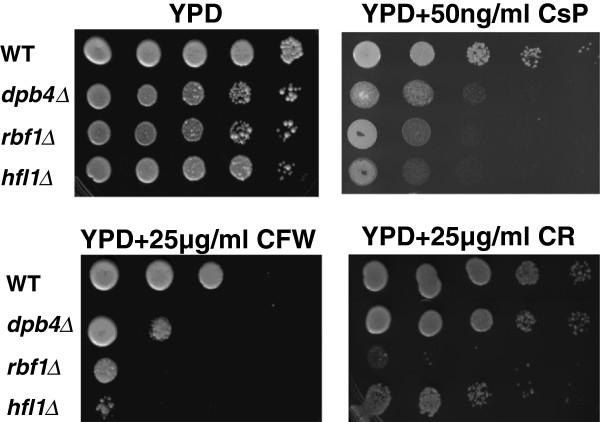
**The TRKO mutants (indicated on the left) are susceptible to the cell wall inhibitors calcofluor white, Congo red and caspofungin.** Cell wall inhibitors are YPD only (control), YPD + caspofungin (CsP) first row; YPD + calcofluor white (CFW) or + Congo Red (CR) in the second row. Compared to growth on YPD only, each mutant was hypersensitive to CFW and caspofungin, while only *rbf1*∆ was hypersensitive to CR. The *hfl1*∆ displayed a slight sensitivity to CR.

### Mitochondrial defects in *rbf1Δ, hfl1Δ and dpb4Δ*

The inability of each mutant to assimilate a non-fermentable carbon source (glycerol) indicates defects in mitochondrial respiration. Further, we were interested in comparing the functions of each of the TRKO strains to *GOA1* in energy production and carbon metabolism. To determine the mitochondrial status of the TRKOs, we first measured oxygen consumption among mutants and parental cells. The oxygen consumption rates were decreased by 2.2-fold for *dpb4Δ,* and about 5-fold in *hfl1Δ* and *rbf1Δ* compared to WT cells (Figure 4A). For these experiments, total oxygen consumption was determined from equal masses of cells (per mg dry cell mass, DCM).

**Figure 4:**
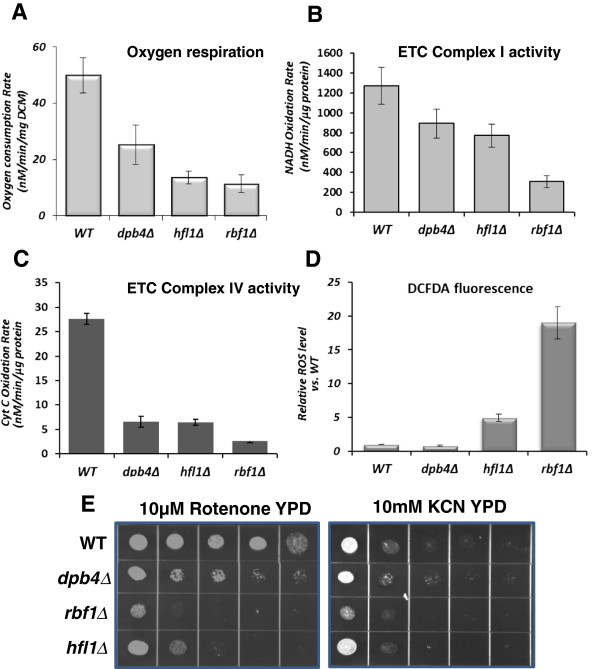
**The TRKO mutants are deficient in respiratory functions. A**. respiration; **B**. ETC CI activity; **C**. ETC CIV activity, and **D**. ROS production.*dpb*4∆, *hfl1*∆, and *rbf1*∆ each respired less (2.2-5-fold reduction) than WT cells. CI activity decreased in each mutant proportionally to their decrease in respiration. CIV activity was 5.5 fold lower in the TRKO mutants. In **D**, ROS production compared to WT cells was highest in the *rbf1*∆, although also significantly increased in *hfl1*∆. The *dpb4*∆ produced ROS equal to WT cells. **E**. ETC CI and CIV inhibitors**:** growth of mutants and WT cells on YPD containing either rotenone (C1 inhibitor) or KCN (CIV inhibitor) is shown. *rbf1*∆ and *hfl1*∆ are hypersensitive to both inhibitors while *dpb4*∆ was less so.

The ETC CI and CIV activities (Figure 4B, C), reactive oxidant levels (ROS) (Figure 4D, and susceptibilities to ETC CI and CIV inhibitors (Figure 4E) were also evaluated in *rbf1Δ, hfl1Δ and dpb4Δ* compared to WT cells. ETC CI and CIV enzyme activities for the *rbf1Δ* mutant were significantly reduced by 4-fold and 14-fold, respectively. Corresponding to the decrease in CI enzyme activity was an increase in sensitivity to rotenone, a CI inhibitor and KCN (CIV inhibitor) in *rbf1Δ*. For *hfl1Δ,* CI activity was less affected than *rbf1Δ,* but CIV activity was reduced similarly to *rbf1Δ.* CI enzyme activity in *dpb4*Δ was similar to that of *hfl1Δ.* Sensitivity of the *dpb4*∆ to rotenone was less than that of the other 2 mutants but the same as *hfl1*∆ in regard to KCN sensitivity. These data indicate that each of the TR mutants have altered CI and especially CIV enzyme activity although correlates with complex inhibitors are not absolute.

One of the striking features of mitochondria with dysfunctional CI and CIV activities of the ETC is an increase in mitochondrial ROS [17,18]. In this regard, ROS levels were nearly 20-fold higher in *rbf1Δ* and *~*5-fold higher in *hfl1Δ*; however, ROS production in *dpb4Δ* was similar to that of parental cells (Figure 4D), indicating that the ROS scavenging system was less functional in *hfl1Δ* and *rbf1Δ* but not affected in *dpb4Δ.* Microarray data indicated that genes associated with ROS detoxification such as *SOD3, GPX1, GPX2,* in each mutant were increased slightly, but a down regulation in *SOD6* and *GRX1* occurred in both *hfl1Δ* and *rbf1Δ* (Additional file 1: Table S1, Additional file 2: Table S2 and Additional file 3: Table S3). 

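RNA from *rbf1*Δ, *hfl1*Δ, *dpb4*Δ and the parental strain SN250 (WT) was hybridized to 4 one-colour Agilent arrays on 1 slide, with 1 array per strain. The deposited data hold no replicate arrays, so no test between cultures could be made. The number of arrays limits the precision of every value. The paper's methods state that the genes were measured in duplicate, without saying what was duplicated. Cells had been grown for 5 h at 30°C and 200 rpm in 20 ml of medium with 2% glucose from an A600 of 0.2, and 100 ng of total RNA was labelled with Cy3 per array. Each array holds 15208 spots outside the controls, for 6101 genes with 2 probes per gene. The scanner software had subtracted background and corrected trends within each array. The processed Cy3 signal was log2 transformed, and the 75th percentile of the array was subtracted. Spots with an outlier flag were left out, 13 to 34 per array. The spots of a probe and then both probes of a gene were averaged on the log2 scale, and the log2 ratio is the mutant minus WT. A gene was called changed when it differed more than 2-fold from WT, the threshold of the paper. Between 96.8% and 97.8% of the spots of an array were well above background, and the median signal lay between 6079 and 7187. The SD of a gene's log2 ratio from its 2 probes was 0.14 (1.10-fold), which covers noise within an array and not between cultures. Beside this setting, 8 alternatives were run, which changed the background correction, the scaling, the handling of dim signals or the averaging, or used the authors' processed values. The third mutant array is called the array labelled *dpb4*Δ here, because its *DPB4* signal lay at the WT level, and each direction given for that strain is a direction on that array.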

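*SOD3* (orf19.7111.1) had a log2 ratio of 1.56 in *rbf1*Δ, 1.10 in *hfl1*Δ and 1.09 on the array labelled *dpb4*Δ. For *GPX1* (orf19.87) the log2 ratios were -0.07, 1.43 and 1.08 in the same order, and for *GPX2* (orf19.85) they were 1.82, 1.37 and -0.49. *SOD6* (orf19.2108) was down regulated in *rbf1*Δ (log2 ratio -1.31) and *hfl1*Δ (-1.50) on both of its probes, and its log2 ratio was 0.67 on the array labelled *dpb4*Δ. *GRX1* (orf19.6510) had log2 ratios of -1.48 in *rbf1*Δ, -1.34 in *hfl1*Δ and -0.41 on the array labelled *dpb4*Δ. Quantile normalization moved *SOD3* in *hfl1*Δ most among the values that lost their call, to 0.91, and its call was also lost with normexp background correction and with the authors' processed values. The calls of *SOD3* and *GPX1* on the array labelled *dpb4*Δ were lost with the same 3 alternatives, and that of *GPX1* also when both probes had to pass 2-fold.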

The decrease in *SOD6* and *GRX1* transcription may partially explain the high ROS levels in *hfl1Δ* and *rbf1Δ*.

### Global transcriptional profiling in *rbf1Δ, hfl1Δ,* and *dpb4*Δ

Based upon our published data on transcriptional profiling of the *goa1*Δ [19] and the functions of the *RBF1*, *HFL1*, and *DPB4* as positive regulators of *GOA1*, we expected common gene pools as well as TR-specific gene changes. To obtain data to support this premise, we compared array data from each TR mutant to *goa1*Δ versus their own parental strains. A 2-fold increase/decrease in transcription was used to determine if significant changes occurred.

### General observations of transcriptional changes for each TR mutant

The total number of genes whose transcription changed significantly compared to SN250 was 862 (*rbf1*Δ), 692 (*hfl1*Δ) and 505 (*dpb4*Δ) (Figure 5)*.* The genes with up/down changes in expression *vs.* the parental strain were grouped for each TR mutant based on their functional classification. 

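The label of each array was checked through the deleted gene. The *RBF1* (orf19.5558) probes gave signals of 56.3 and 128 in *rbf1*Δ against 4962 and 8576 in WT. The first of these was not well above background, so the fall in *RBF1* of 74.1-fold (log2 ratio -6.21) rests partly on a dim signal. *HFL1* (orf19.3063) gave 216 and 135 in *hfl1*Δ against 5777 and 7972 in WT, a log2 ratio of -5.47. The *DPB4* (orf19.2088) probes gave 12154 and 13194 on the array labelled *dpb4*Δ against 11737 and 12850 in WT, a log2 ratio of 0.07. The *DPB4* log2 ratio was 0.03 in *rbf1*Δ and -0.10 in *hfl1*Δ. The gene lowest on the array labelled *dpb4*Δ against the other arrays was *INO4* (orf19.837.1), with signals of 51.1 and 54.8 against 7736 and 7785 in WT. The probe at 51.1 was not well above background, and with it as measured the gene lay 119-fold below the lowest of the other arrays, while the next gene, *CHO2*, lay 4.06-fold below. Normexp background correction moved these values most, to -5.05 for *RBF1*, -4.84 for *HFL1* and -5.82 for *INO4*.

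**Figure D1:**
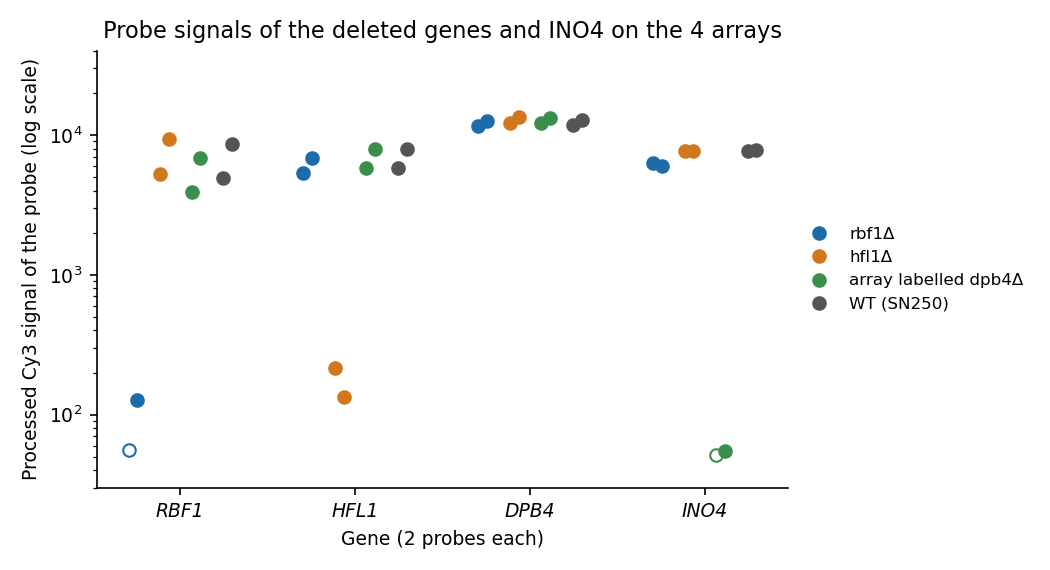
Processed Cy3 signal (log axis) of both probes of *RBF1*, *HFL1*, *DPB4* and *INO4* on the 4 arrays, with open circles for probes not well above background. *RBF1* and *HFL1* are low on the arrays of their own mutants, *DPB4* is at 11737 or more on the WT array and at 12154 or more on the array labelled *dpb4*Δ, and *INO4* is low on the latter only.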

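In *rbf1*Δ 815 of the 6101 genes differed more than 2-fold from WT, 435 higher and 380 lower. In *hfl1*Δ there were 576 such genes, 368 higher and 208 lower, and on the array labelled *dpb4*Δ 485, 206 higher and 279 lower. Both probes passed 2-fold in the same direction for 714, 470 and 406 of them. A probe was not well above background on at least one side of the comparison for 111, 64 and 38 of the called genes. The paper's Tables S1, S2 and S3 list 862, 691 and 505 genes, of which 784, 529 and 447 were called. The median log2 ratio over all genes was -0.04 in *rbf1*Δ, 0.03 in *hfl1*Δ and 0.03 on the array labelled *dpb4*Δ. Of the alternatives, normexp background correction moved the number in *rbf1*Δ and in *hfl1*Δ most, to 667 and 456, and the rule on both probes moved that on the array labelled *dpb4*Δ most.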

The assignment of functional categories is based on the information provided by the *C. albicans* CGD and *S. cerevisiae* databases. The% of uncharacterized genes in *hfl1*Δ and *rbf1*Δ was 27-28%, while that of *dpb4*∆ was 17%. We found that 20% of the genes from *rbf1*Δ and *hfl1*Δ were associated with mitochondria, carbon, lipid and amino acid metabolic process. For *dpb4*Δ, the genes of metabolic processes accounted for only 14% (Figure 5).

**Figure 5:**
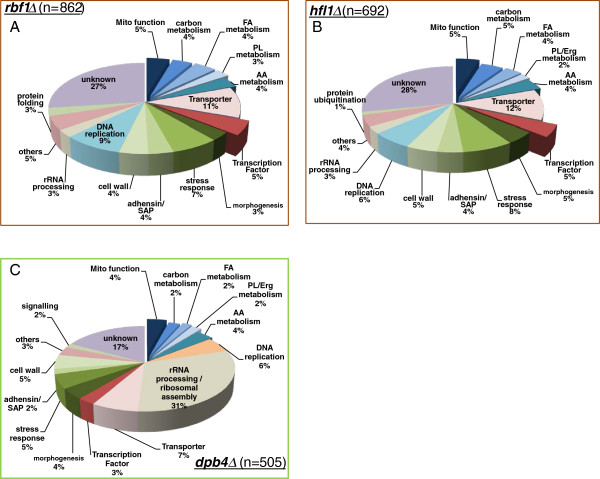
**Total gene changes in the TRKO mutants of *C. albicans rbf1*∆ (A), *hfl1*∆ (B) *dpb4*∆ (C).** Genes with more than a 2-fold or less than 2-fold change in expression levels are included in the diagram. Functional classification of each category is based on the *C. albicans* genome database (http://www.candidagenome.org/) and curated manually with *S. cerevisiae* genome database (http://www.yeastgenome.org/) when needed.

To determine differences among the three TRs in metabolic genes, we compared each TR transcriptome with the *goa1*Δ transcription profile. We found that a *s*ignificant overlap of common genes was observed between *rbf1*Δ and *goa1*Δ (334 in total) and between *hfl1*Δ and *goa1*Δ (302 in total). By contrast, the number of genes common to both *dpb4*Δ and *goa1Δ* was less (247 in total). Gene data are represented in separate sections in Figure 6A-C for each TR mutant in comparison to *goa1Δ* data published previously [19], and Figure 6D compares *rbf1*Δ and *hfl1*Δ. Common down regulated genes encoding putative metabolism functions cluster in the lower left quadrants for the three TR mutants (Figure 6A-C), respectively. Common cell wall, morphology switching, and stress upregulated genes cluster in the upper left quadrants. The group of genes in the lower right quadrant in *dpb4*Δ (Figure 6C) is related to ribosomal /mtRNA processing and DNA/mtDNA replication or maintenance, which is down regulated in *dpb4*Δ. The upper right quadrants for each TR mutant represent a number of transcriptionally altered but non-functionally clustered genes. Green triangles indicate TR-specific genes and red squares indicate *GOA1*-specific genes (Figure 6A-C). 

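The arrays carry 12 genes encoded by mitochondrial DNA. All 12 were lower than in WT on the array labelled *dpb4*Δ, with log2 ratios from -1.03 to -0.31 and a median of -0.75, and 2 of them passed 2-fold. In *hfl1*Δ all 12 were higher, with a median log2 ratio of 0.71 and 3 past 2-fold. One of the 3, at 1.08, lost its call with normexp background correction, quantile normalization and the authors' processed values. In *rbf1*Δ 11 were higher, with a median of 0.56 and none past 2-fold, and the log2 ratio of the other, *NAD3*, was -0.01 and changed sign with normexp background correction. Among the medians of 10000 random lists of 12 genes matched on mean expression over the arrays, these medians lay at the percentiles 0.01, 99.6 and 98.9, which describes these arrays and is no test between strains. The authors' processed values moved the median in *hfl1*Δ most, to 0.58.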

The down regulated cluster of genes in *dpb4*∆ only (Y axis of Figure 6C) includes 5 mtDNA genes that encode the ETC CI subunit. 

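*rbf1*Δ and *hfl1*Δ shared 297 genes past 2-fold, of which 185 were upregulated in both, 104 were down regulated in both and the others went opposite ways. Over these genes R2 was 0.768, and over all 6101 genes the Pearson correlation of the log2 ratios was 0.577. Both are correlations across genes, and genes are not independent replicates. *rbf1*Δ shared 175 genes with the array labelled *dpb4*Δ (R2 = 0.412), and *hfl1*Δ shared 156 with it (R2 = 0.503). Over all genes these pairs correlated at 0.272 and 0.387. All comparisons use the same WT array, and a deviation of that array enters each of them. In 200 simulations, WT and 2 mutant arrays deviated independently from a common profile, with deviations resampled from the difference between *rbf1*Δ and *hfl1*Δ. A mean of 227 genes was then shared (highest 273), with a mean correlation of 0.502 over all genes (highest 0.535). R2 over the simulated shared genes was 0.825 on average, between 0.733 and 0.910. Normexp background correction moved the number of genes shared by *rbf1*Δ and *hfl1*Δ most, to 232.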

The similarity of gene transcriptome changes between *rbf1*Δ and *hfl1*Δ reaches a maximum in the co-linearized rate (R^2^ = 0.76) that is derived from common gene pools in a total of 326 genes (Figure 6D).

**Figure 6:**
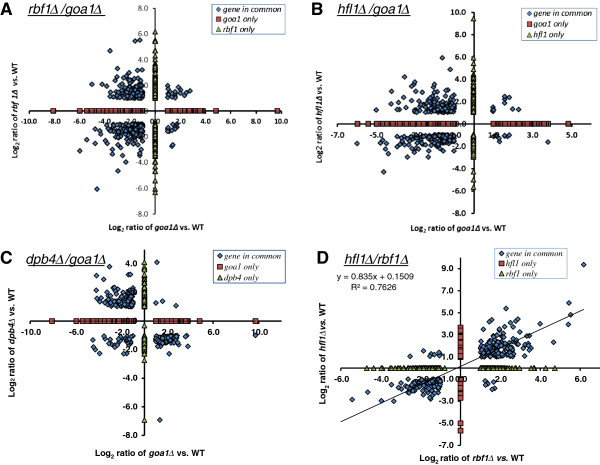
**A comparison of the transcriptomes reveal differences among the 3 TRKO mutants.** Data are derived from *RBF1 ***(A)**, *HFL1 ***(B)**, *DPB4 ***(C)** TRKO strains *vs.* the *GOA1* mutant, and *rbf1 vs. hfl1* mutants **(D)**. Genes common to both the *goa1*∆ and either *rbf1*∆, *hfl1*∆, or *dpb4*∆ are depicted as blue diamonds. The *goa1∆*-specific genes are indicated as red squares, and TRKO-specific genes as green triangles. Upregulated genes for each TR mutant are show above the horizontal axis, down regulated genes below the horizontal axis; while the right side and left side of vertical axis represent upregulated and down regulated genes for *goa1Δ*. Each quadrant reflects a cluster of similar genes between *goa1∆* and TR mutants. **Upper left**: cell wall, stress adaptation, and morphological switching; **lower left**: metabolism; **lower right**: different rewiring responses for common genes, in Figure 6C reflecting DNA replication or maintenance and rRNA processing between *dpb4*∆ and *goa1∆*; **Upper right**: upregulated genes of different functional annotation.

There are several points of interest from these data. First, down regulated metabolic genes (left lower quadrants) are much greater in number from *rbf1*Δ (Figure 6A) and *hfl1*Δ (Figure 6B) than in the *dpb*4Δ (Figure 6C). Second, *dpb*4Δ has a much greater number of down regulated genes that are associated with mitochondria DNA and protein synthesis machinery, such as mtDNA encoding genes and mitochondrial rRNA ribosomal assembly (lower right quadrant) compared to the other TRs (Figure 6C, Table 3). As shown in Figure 5, the total% of gene changes in rRNA processing and ribosomal assembly was 31% in *dpb4*∆ compared to 3% in *rbf1*Δ and *hfl1*Δ*.* Third, the cluster size of upregulated genes associated with cell wall integrity, stress responses, morphological switching, and adhesion are reasonably similar for all TRs but opposite with *goa1*Δ (upper left quadrant). These data demonstrate that the number of genes associated with metabolic and other cellular bioprocesses varies among the TR mutants, suggesting differences in their regulatory roles.

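Among the called genes that have an annotation text, 94 of 473 on the array labelled *dpb4*Δ (19.87%) were annotated with rRNA or ribosome terms, 93 of them down regulated. In *rbf1*Δ there were 12 of 795 (1.51%) and in *hfl1*Δ 3 of 552 (0.543%). Annotation texts come only from the paper's Tables S1 to S3, so the set of 108 ribosome biogenesis genes consists of genes that the study picked from these same arrays. Of the 108, 105 were lower than in WT on the array labelled *dpb4*Δ, 92 of them past 2-fold, with a median log2 ratio of -1.19. The median log2 ratio was -0.23 in *rbf1*Δ, with 7 genes down regulated past 2-fold, and -0.32 in *hfl1*Δ, with 1. The study had listed 99 of the 108 as changed in *dpb4*Δ, 13 in *rbf1*Δ and 6 in *hfl1*Δ, so the set was selected for the difference it shows. From the greater number of down regulated metabolic genes in *rbf1*Δ and *hfl1*Δ, and of genes for mitochondrial DNA and ribosomal assembly in *dpb4*Δ, the paper proposes that the TRs differ in their regulatory roles.

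**Figure D2:**
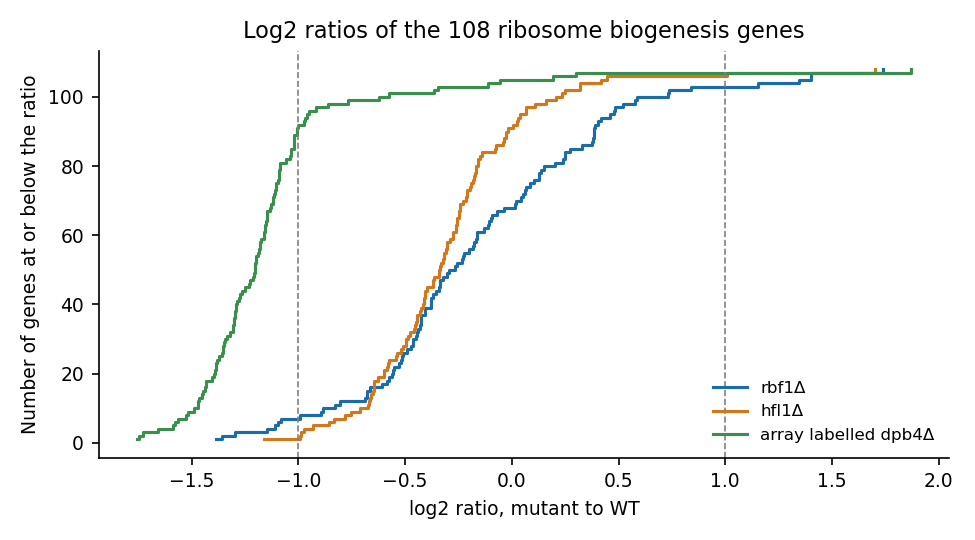
Cumulative number of the 108 ribosome biogenesis genes (y axis) up to each log2 ratio of mutant over WT (x axis), with 1 line per mutant array. Past 2-fold below WT lie 92 genes on the array labelled *dpb4*Δ, 7 in *rbf1*Δ and 1 in *hfl1*Δ.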

**Table 3:** The transcription profiles of mitochondrial functions of TRKOs

**Biological processes**	***rbf1Δ***		***hfl1Δ***		***dpb4Δ***	
	**down**	**up**	**down**	**up**	**down**	***up***
ETC subunits & assembly, alternative oxidase	*orf19.1691*	*NAD5, AOX2*	*NDE1*	*NAD6, MRF1*	*NAD2, NAD3*	*MRF1*
	*ATP18, CYT1*	*orf19.3353*		*COX2*	*NAD4L, NAD4*	
	*QCR8, QCR9*	*orf19.6374*		*orf19.230*	*NAD5, ATP19*	
	*RIP1, orf19.2249*	*MRF1*		*orf19.3353*	*orf19.4273*	
Mitochondrial genome maintenance	*SUV3*	*PRP13,OGG1*	*SUV3,CPA1*		*SUV3, RPP1*	
		*RFC4*	*orf19.3062,RAD32*			
Mitochondrial tRNA processing & ribosome assembly	*orf19.1201*	*MRPL6*	*orf19.1356*		*orf19.2309, orf19.2384*	
	*orf19.1356*					
	*orf19.5161*				*orf19.3303, orf19.4160*	
					*orf19.414, TRM1*	
Mitochondrial carbon metabolism	*GCV2, ALD6*	orf19.850	*UCF1,CTN1*	*orf19.3043*	*IDH2*	
			*orf19.2184, ALD6*	*GDB1,MAL2*		
			*ILV6,DLD1 DLD2,PDK2*			
Mitochondrial transporters	*orf19.4583*	*PAM17, ERV1*	*ATM1,orf19.28*		*RIM2, PET9*	
	*orf19.5129*		*orf19.6532*		*orf19.5628*	
	*orf19.6555*		*orf19.6555 orf19.4966*		*orf19.28*	
			*MDL2,FRP5*			
			*orf19.3455*			
Others	*ISA2*	*orf19.2401*	*orf19.2175*	*PST2*		
	*orf19.2749*	*orf19.2544*	*orf19.6736*			
	*orf19.6550*	*orf19.2825, orf19.4523*	*GTT12*			
	*orf19.5270*	*orf19.4612, orf19.6283*				

### Functional clustering of gene changes in *rbf1Δ, hfl1Δ,* and *dpb4*Δ

#### ***Mitochondrial respiration***

As shown in Figure 4A, oxygen consumption was reduced by 5-fold of WT levels in the *hfl1*Δ and *rbf1*Δ and by 2.2-fold in *dpb4*Δ. This observation is consistent with their increased doubling times *in vitro* in Figure 2C, while also indicating some degree of dysfunctional mitochondria. To better understand the reasons for the reduction in respiration, transcriptional profiling was performed. Statistically significant changes in mitochondria genes are summarized among the three mutants (Table 3).

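Table 3 states a direction for 93 pairs of a gene and a mutant. On the arrays 92 of them went in that direction, and 73 of these passed 2-fold. By mutant, 31 of 38 pairs passed in *rbf1*Δ, 26 of 34 in *hfl1*Δ and 16 of 21 on the array labelled *dpb4*Δ. The log2 ratio of orf19.850 in *rbf1*Δ, the other pair, was -1.16. For the ETC genes of Table 3, 9 of 12 passed 2-fold in *rbf1*Δ, 5 of 6 in *hfl1*Δ and 4 of 8 on the array labelled *dpb4*Δ.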

Although *hfl1∆* and *rbf1∆* displayed the same reduction in oxygen consumption, mechanistically the decrease in respiration was not identical. For example, the genes that are required for assembly of ETC CIV (*orf19.1691*) and CV (*ATP18*, *orf19.2249*) were down regulated only in *rbf1∆* (Table 3). 

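The log2 ratio of orf19.1691, annotated as a cytochrome c oxidase subunit, was -2.06 in *rbf1*Δ, 0.91 in *hfl1*Δ and 0.59 on the array labelled *dpb4*Δ. For *ATP18* (orf19.2066.1) it was -0.97 in *rbf1*Δ, which is under 2-fold, and -0.25 and -0.57 in the others. A fall of 12.0-fold (log2 ratio -3.59) was measured in *rbf1*Δ for orf19.2249, annotated as a metalloprotease of the inner membrane, with log2 ratios of 0.04 in *hfl1*Δ and -0.25 on the array labelled *dpb4*Δ.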

Other respiratory–related genes such as the ubiquinol cytochrome c reductase (*QCR8* and *QCR9*) were down-regulated in *rbf1*∆ as well. 

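In *rbf1*Δ the log2 ratio of *QCR8* (orf19.4490.2) was -1.27 and that of *QCR9* (orf19.2707.1) -1.03. *CYT1* (orf19.3527) and *RIP1* (orf19.5893), also in Table 3, had log2 ratios of -1.61 and -1.41. In *hfl1*Δ these 4 genes lay between -0.53 and -0.10, and on the array labelled *dpb4*Δ between -0.76 and -0.42.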

*Candida* species are known to have at least 3 respiratory pathways in addition to the classical ETC chain [18,24]. The other pathways (AOX and PAR) are utilized when the classical pathway is not functioning well. Thus, in *rbf1*∆, an impairment of mitochondrial ETC chain results in subtle increases of *NAD5*, orf19.3353 and a significant increase of *AOX2* (11.5-fold). However, these apparent compensatory changes in the ETC and alternative respiratory route are not sufficient to overcome the mitochondrial dysfunctions in *rbf1*∆. This is especially true for *AOX2*, which is a hallmark gene of a mitochondrial stress response rather than its role in respiration [25].

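The signals of the *AOX2* (orf19.4773) probes were 66722 and 69702 in *rbf1*Δ against 6569 and 5594 in WT, an increase of 11.7-fold. Its log2 ratio was 0.60 in *hfl1*Δ and 0.14 on the array labelled *dpb4*Δ. *NAD5* (CaalfMp13) had a log2 ratio of 0.95 in *rbf1*Δ, with 1.21 on one probe and 0.69 on the other, and orf19.3353 had 0.99. Neither was called with any of the alternatives.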

The transcription profile of genes related to mitochondrial respiration in *hfl1*∆ was different. Instead of a direct impact on ETC complex subunits, we found that the down-regulated genes in this mutant were more related to mitochondrial carbon metabolism such as pyruvate (*ALD6*, *PDK2*), lactate (*DLD1*, *DLD2*) and amino acids (orf19.2184, *ILV6*) (Table 3); also four mitochondrial mtDNA maintenance genes (orf19.3062, *SUV3, CPA1, RAD32*) were transcriptionally reduced in *hfl1*∆. 

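In *hfl1*Δ the log2 ratio was -1.86 for *ALD6* (orf19.742), -1.06 for *PDK2* (orf19.7281), -1.13 for *DLD1* (orf19.5805) and -1.34 for *DLD2* (orf19.6755). *PDK2* was not called when both probes had to pass 2-fold. Under 2-fold were orf19.2184 (-0.82) and *ILV6* (orf19.4650, -0.96), of which *ILV6* passed with scaling to the array median. *ALD6* was also down regulated in *rbf1*Δ (-1.39), and its log2 ratio was 0.61 on the array labelled *dpb4*Δ. Of the mtDNA maintenance genes, orf19.3062 and *CPA1* (orf19.4630) both had a log2 ratio of -1.14 in *hfl1*Δ, and *SUV3* (orf19.4519) had -0.82. *RAD32* (orf19.866), at -1.02, lost its call when linear signals were averaged and when both probes had to pass.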

At same time, eight mitochondrial transporters of amino acid/protein, ammonium, FAD, and magnesium are down regulated in *hfl1*∆. 

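All 8 transporters that Table 3 gives for *hfl1*Δ were lower than in WT, and 5 passed 2-fold. These were orf19.6555 (log2 ratio -1.47), orf19.3455 (-1.24), *ATM1* (orf19.1077, -1.14), orf19.28 (-1.14) and orf19.4966 (-1.03). The log2 ratio was -0.92 for both *MDL2* (orf19.5599) and *FRP5* (orf19.3440) and -0.79 for orf19.6532. *FRP5* passed 2-fold with quantile normalization and with the authors' processed values, and orf19.6532 with the former.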

Similar to the *rbf1*∆ mutant*,* a possible compensatory response of mitochondrial respiration in *hfl1*∆ was reflected by up-regulation of CI (*NAD6)*, CIV (*COX4*) and others (Table 3). 

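The log2 ratio in *hfl1*Δ was 1.12 for *NAD6* (CaalfMp02), 1.56 for *COX2* (CaalfMp01), which Table 3 lists, 2.30 for *MRF1* (orf19.1149) and 1.84 for orf19.3353. The value of orf19.230 was 0.72, with a dim probe in both strains, and changed sign with a floor on dim signals. In *rbf1*Δ *MRF1* had a log2 ratio of 2.45, *COX2* 0.68 and *NAD6* 0.41, and on the array labelled *dpb4*Δ these were 1.19, -0.50 and -0.66.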

For this same mutant, the only down regulated gene with a respiratory function was *NDE1* (NADH dehydrogenase), which functions as an ETC CI subunit in *S. cerevisiae*.

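*NDE1* (orf19.339) had a log2 ratio of -1.27 in *hfl1*Δ, -0.21 in *rbf1*Δ and -0.65 on the array labelled *dpb4*Δ.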

In contrast, the absence of *DPB4* suppressed expression of *NAD2*, *NAD3*, *NAD4L*, *NAD4*, and *NAD5* more than 2-fold; these five genes comprise the mitochondrial respiration chain CI which are encoded by mitochondrial DNA. Also the mitochondrial nucleotide transporter genes (orf19.28, and *RIM2*) are down regulated in *dpb4Δ* (Table 3). 

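*NAD4* (CaalfMp14) had a log2 ratio of -1.03 on the array labelled *dpb4*Δ, and *NAD4L* (CaalfMp12) fell there by 2.01-fold. The log2 ratio was -0.94 for *NAD3* (CaalfMp10), -0.92 for *NAD2* (CaalfMp09) and -0.86 for *NAD5*. *NAD4L* and *NAD4* passed 2-fold, and both lost their call with normexp background correction and when both probes had to pass. *NAD3* passed with quantile normalization and with the authors' processed values, *NAD5* when linear signals were averaged, and *NAD2* with no alternative. One *NAD5* probe was not well above background, and with that signal raised to the background limit of the array the fall was 1.79-fold. In *rbf1*Δ the log2 ratios of *NAD2*, *NAD4L* and *NAD4* were 0.05, 0.88 and 0.28, and in *hfl1*Δ those of the 5 genes lay between 0.50 and 0.66. The *DPB4* signal of this array was at the WT level.

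**Figure D3:**
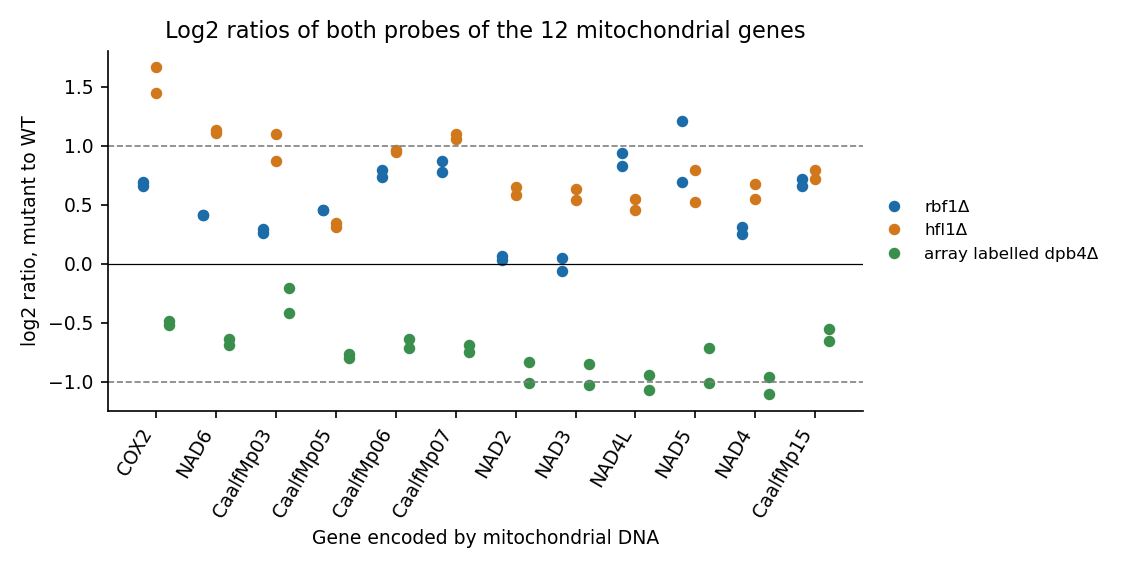
Log2 ratio of mutant over WT (y axis) for the 12 genes encoded by mitochondrial DNA (x axis) on the 3 mutant arrays, with a point for each probe and dashed lines at 2-fold. The gene values on the array labelled *dpb4*Δ lie from -1.03 to -0.31, below those in *rbf1*Δ and *hfl1*Δ for each gene.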

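The log2 ratio of orf19.28 was -1.24 on the array labelled *dpb4*Δ and -0.66 in *rbf1*Δ. *RIM2* (orf19.4499), at -1.02, was not called with normexp background correction or when both probes had to pass, and had log2 ratios of 0.17 in *rbf1*Δ and -0.43 in *hfl1*Δ. The other transporters of Table 3 for this strain, *PET9* (orf19.930) and orf19.5628, had log2 ratios of -1.09 and -1.06. *PET9* lost its call with quantile normalization and with the authors' processed values.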

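Table 3 gives *SUV3*, *RPP1* (orf19.1029), *TRM1* (orf19.3265), orf19.414, orf19.4160, orf19.2309, orf19.2384 and orf19.3303 for *dpb4*Δ in its groups on genome maintenance and on tRNA and ribosomes. All 8 were lower than in WT on the array labelled *dpb4*Δ, and 7 passed 2-fold. The largest fall was that of *TRM1* (log2 ratio -1.69), followed by *SUV3* (-1.36), orf19.414 (-1.35), *RPP1* (-1.24) and orf19.4160 (-1.18). The log2 ratio was -1.06 for orf19.2309, which normexp background correction took under 2-fold, -1.04 for orf19.2384 and -0.86 for orf19.3303, whose probes gave -0.39 and -1.34. When both probes had to pass 2-fold, orf19.2384 and orf19.4160 were not called. *RPP1* had log2 ratios of -0.48 in *rbf1*Δ and -0.30 in *hfl1*Δ.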

Meanwhile, the house-keeping genes for mtDNA maintenance and mitochondrial RNA processing (a total of 8 genes) were transcriptionally reduced (Table 3). Obviously, Dpb4p regulates respiration in a different manner than the other two TRs.

#### ***Fatty acid catabolism is correlated transcriptionally with decreases in phospholipid (PL) biosynthetic encoding genes***

Similar to mammalian cells, in *C. albicans* lipids provide a source for energy generation via catabolism as well as phospholipid biosynthesis via anabolic pathways [26]. Regulation of both catabolic and anabolic pathways is critical to cell growth [27]. After comparing the transcriptome of lipid metabolism with *goa1*∆, differences are seen among the three TR mutants of *C. albicans*. The absence of *DPB4* resulted in an upregulation of β-oxidation (lipid catabolism) and genes of the peroxisomal glyoxylate cycle (Table 4). But its PL biosynthesis may be compromised since *INO4* (PL biogenesis activator) was down regulated by 100-fold vs. WT cells. 

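The annotation text places 9 genes of the paper's lists in β-oxidation or the glyoxylate cycle. Of these, 6 were higher than in WT on the array labelled *dpb4*Δ, with a median log2 ratio of 0.18 over the 9. Past 2-fold were *ICL1* (orf19.6844, log2 ratio 1.48) and orf19.6443 (1.36), singled out after their values were seen, and in the opposite direction *INO4*, which belongs to the set through its annotation as a regulator of these pathways.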

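*INO4* was down regulated 144-fold on the array labelled *dpb4*Δ (log2 ratio -7.17), where 1 of its 2 probes was not well above background. Over the alternatives the fold lay between 56.3 with normexp background correction and 145 with scaling to the array median. Its log2 ratio was -0.27 in *rbf1*Δ and -0.17 in *hfl1*Δ. *CHO2* (orf19.169), the next lowest gene on that array, had a log2 ratio of -2.63, with -0.60 in *rbf1*Δ and -0.61 in *hfl1*Δ. Among the genes called on both probes, *PLB1* (orf19.689) was the highest there, at 4.24. These values come from the array on which *DPB4* was at the WT level.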

The other TRKO strains (*rbf1*∆ and *hfl1*∆) resembled *goa1*∆, and each other, with significant down regulation in lipid oxidation, lipase, the glyoxylate cycle, and peroxisomal importing systems such as the peroxins. In addition, genes for PL biosynthesis including sphingolipid (SL) biosynthesis were down regulated while genes for PL catabolic processes were up regulated. In contrast to the *DPB4* mutant that may regulate PL biosynthetic process, decreased gene expression for lipid catabolism and PL biosynthesis in the other two mutants indicate that *RBF1* and *HFL1* positively regulate both lipid catabolism and PL biosynthesis.

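In *rbf1*Δ 5 of the 9 β-oxidation and glyoxylate cycle genes were down regulated past 2-fold (median log2 ratio -1.31), and in *hfl1*Δ 3 were (median -0.67). *PXP2* (orf19.1655) had the lowest log2 ratios of the set in both, -3.34 and -2.91, and *FOX2* (orf19.1288) had -2.07 and -1.66. These genes were singled out after their values were seen. The 5 peroxins in the paper's lists were all lower in both mutants. Of these, 4 passed 2-fold in *rbf1*Δ (median -1.15), with *PEX6* (orf19.3573) lowest at -2.14, and 2 passed in *hfl1*Δ (median -0.75). *PEX22* (orf19.1225) in *rbf1*Δ lost its call with normexp background correction and when both probes had to pass. Both peroxins, too, were picked out after their values were seen. The array labelled *dpb4*Δ gave values above WT for the 5 peroxins, with a median of 0.48 and none past 2-fold.

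**Figure D4:**
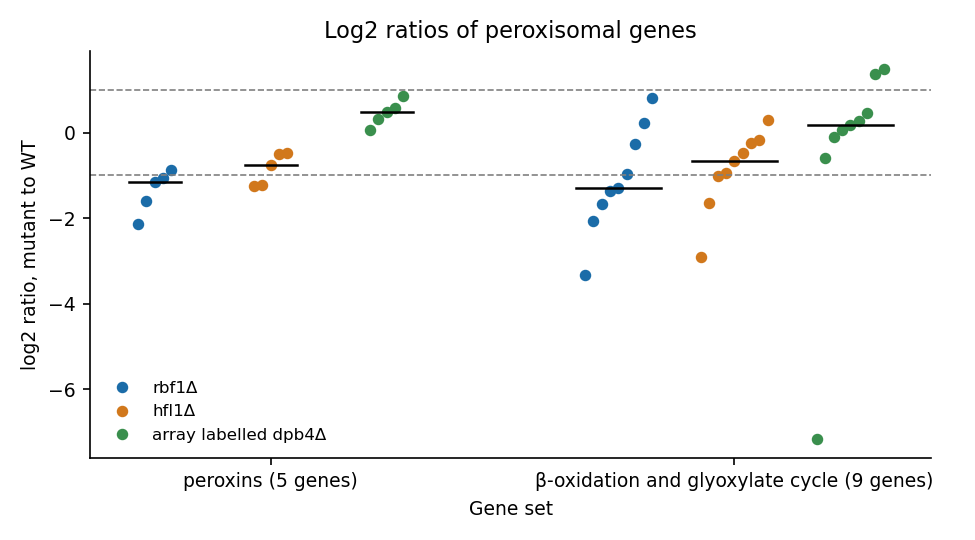
Log2 ratio of mutant over WT (y axis) for the 5 peroxins and the 9 β-oxidation and glyoxylate cycle genes on the 3 mutant arrays (x axis), with a point per gene and a black line at the median. The peroxin medians are -1.15, -0.75 and 0.48 in *rbf1*Δ, *hfl1*Δ and on the array labelled *dpb4*Δ, and the point at -7.17 is *INO4*.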

**Table 4:** The transcription profiles of alternative carbon utilization and phenotype-related genes among TRKOs

**Biological processes**	***rbf1Δ***	***hfl1Δ***	***dpb4Δ***
Lipid metabolism	*(n = 62)*^***a***^	*(n = 52)*	*(n = 19)*
	Dw-Peroxins (4/4)^***b***^	Dw-Peroxins (5/5)	
	Dw-lipid catabolism(29/31)	Dw-lipid catabolism(14/17)	**Up**-lipid catabolism (6/9)
	& glyoxylate cycle (2/2)	& glyoxylate cycle(2/2)	& glyoxylate cycle(2/2)
	Dw-PL biosynthesis (10/12)	Dw-PL biosynthesis (15/17)	Dw-PL biosynthesis (4/4)
	**Up**-PL catabolism (3/4)	**Up**-PL catabolism (2/2)	**Up**-PL catabolism (3/3)
	Dw-SL biosynthesis (3/4)	Dw-SL biosynthesis (2/2)	
	Dw-ERG biosynthesis (2/4)	Dw-ERG biosynthesis (3/4)	**Up**-ERG biosynthesis (2/2)
Non-glucose and glucose utilization	*(n = 31)*	*(n = 32)*	*(n = 12)*
	Dw-carbon utilization (26)	Dw-carbon utilization (23)	**Up**-carbon utilization (9)
	*GAL1, GAL10*	*GAL1, 10,102,7*	
	**Up**-fermentation	**Up**-fermentation	**Up**-fermentation
	glycolysis	glycolysis	glycolysis
	glycogen	glycogen	glycogen
	glucose utilization	glucose utilization	glucose utilization
	xylose	trehalose	xylose
Amino acid metabolism	*(n = 31)*	*(n = 28)*	*(n = 19)*
	Dw-aa biosynthesis (8)	Dw-aa biosynthesis (9)	Dw-aa biosynthesis (8)
	**Up**-aa biosynthesis(3)	*MET2,3,10,15*	*MET2,3,6,10,13,14*
	Dw-aa catabolism (5)	Dw-aa catabolism (5)	Dw-aa catabolism (5)
		*ARO3, ARO8*	
	**Up**-aa catabolism(9)	**Up**-aa catabolism(8)	**Up**-aa catabolism (6)
	*ARO9,ARO10*	*ARO9,ARO10*	
	**Up**-sulfur/nitrogen assimilation (6)	Dw-sulfur/nitrogen assimilation (6)	
Morphogenesis	*(n = 27)*	*(n = 33)*	*(n = 17)*
	**Up**-hyphal formation (13)	**Up**-hyphal formation (12)	**Up**-hyphal formation (8)
	*ECE,1 HWP1*,*DEF1, HGC1*,*FGR43*	*ECE1, HWP1*, *FGR18* , *HGC1*	*FGR6-1,3,4,10, RBR1, IHD2*
	*RBR1*, *IHD2,FGR6-1,4,10*	*FGR43, RBR1*,*IHD2*	
Transporters	*(n = 101)*	*(n = 80)*	*(n = 37)*
	Dw: sugar, amino acid, MSF	Dw: sugar, amino acid,MSF	Dw: lactate, polyamine
	sterol/PL, nucleosides,	sterol/PL, nicotinamide,	
	choline, nicotinamide,	CDRs efflux pump, urea	
	ion (K^+^, NH_4_^+^, Ca^+2^, P^-^, Cl^-^)	ion (S^-^, NH_4_^+^, Zn^+2^, P^-^)	
	**Up:** urea, allantoate	**Up:**spermidine/polyamine	**Up:** glucose, acetate, MSF
	spermidine/polyamine	cation (H^+^, Ca^+2^,Cu^+2^, Fe^+3^)	fatty acid, aa,
	cation (H^+^, Cu^+2^, Fe^+3^)		ions (H^+^, Cu^+2^, Fe^+3^ , S^-^)
		

a: Total number of genes in this group;

b: x/y indicates “x” number of genes are down (Dw) or up (Up) regulated among total of “Y” number of genes in this metabolic process.

#### ***Alternative carbon source metabolism is also regulated by each TR***

The biological implications for the assimilation of non-glucose carbon sources even when glucose is not limiting for *C. albicans* has been described [12,28-30]. We observed that numerous genes, required for non-glucose utilization in both *rbf1*∆ (26 of a total of 31 genes) and *hfl1*∆ (23 of 32), were down regulated along with mitochondrial defects. Notably, the *GAL* gene cluster was significantly reduced by 4.6-6.4 fold in *hfl1*∆ (*GAL1, 7, 10, 102*) and 2.9-3.0-fold in *rbf1*∆ (*GAL1, 10*) (Table 4). On the other hand, most of the genes for alternative carbon consumption in *dpb4*∆ increased transcriptionally (9 of 12 in total), including genes for fermentation (*IFD6*), glycogen catabolism, and the xylose catabolic gene *XYL2*. 

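In *hfl1*Δ the log2 ratio was -2.65 for *GAL1* (orf19.3670), -2.50 for *GAL7* (orf19.3675), -2.31 for *GAL102* (orf19.3674) and -2.18 for *GAL10* (orf19.3672). The falls lie between 4.52-fold and 6.28-fold. The log2 ratios in *rbf1*Δ were -1.54 for *GAL1*, -1.58 for *GAL10*, -0.61 for *GAL102* and -0.42 for *GAL7*. Between -0.40 and 0.14 lay the 4 genes on the array labelled *dpb4*Δ. *GAL4* (orf19.5338), the other *GAL* gene of the lists and not named by the paper beside these results, had log2 ratios of -1.32 in *rbf1*Δ and -0.45 in *hfl1*Δ.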

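The log2 ratio on the array labelled *dpb4*Δ was 1.92 for *IFD6* (orf19.1048), 1.35 for *XYL2* (orf19.7676) and 1.28 for *GDB1* (orf19.744), annotated as a glycogen debranching enzyme. In *rbf1*Δ the values were 2.66, 1.53 and 0.89, and in *hfl1*Δ 1.37, 0.83 and 1.28.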

The genes of these three metabolic processes also were upregulated in *RBF1* and *HFL1* mutants. Therefore, we assume that the growth defects of *RBF1* and *HFL1* mutants were also contributed by their reduced ability to use non-glucose carbon sources including lipids mentioned above. However, gene transcription of glycolysis and fermentation was upregulated in each mutant.

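Among the called genes, 8 in *rbf1*Δ had glycolysis or fermentation terms in their annotation text, 4 upregulated and 4 down regulated. In *hfl1*Δ and on the array labelled *dpb4*Δ 8 genes each had such terms, 5 upregulated and 3 down regulated in either case. The terms were chosen after the data had been seen.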

#### ***Amino acid metabolism is regulated by each TR***

Regarding genes of amino acid biosynthesis, more genes were downregulated than upregulated for each of the TRKO mutants (Table 4). However, for the *hfl1*∆ and *dpb4*∆, down regulation of methionine synthesis genes were particularly common. 

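The 8 *MET* genes of the paper's lists had a median log2 ratio of -1.45 in *hfl1*Δ, with 5 down regulated past 2-fold, and of -1.18 on the array labelled *dpb4*Δ, with 6. In *rbf1*Δ the median was -0.42 and none passed. *MET3* (orf19.5025) had the lowest value in *hfl1*Δ (-2.23) and *MET14* (orf19.946) the lowest on the array labelled *dpb4*Δ (-1.76). *MET10* (orf19.4076) was at -1.60 in *hfl1*Δ and within rounding of 2-fold on the array labelled *dpb4*Δ, where it was called with normexp background correction, scaling to the array median or averaging of linear signals but not otherwise. *MET15* (orf19.5645), at -1.09 on that array, lost its call with quantile normalization and with the authors' processed values.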

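The log2 ratio of *ARO9* (orf19.1237) was 1.56 in *rbf1*Δ, 2.70 in *hfl1*Δ and 0.56 on the array labelled *dpb4*Δ. For *ARO10* (orf19.1847) it was 2.35, 1.28 and 0.76. *ARO3* (orf19.1517) and *ARO8* (orf19.2098), which Table 4 gives under down regulated amino acid catabolism in *hfl1*Δ, had log2 ratios of -1.07 and -1.06 there.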

Interestingly, transcription of the aromatic amino acid catabolic genes *ARO9* and *ARO10* were up-regulated only in *rbf1*∆ and *hfl1*∆ (Table 4). Both gene products are aromatic transaminases [31]. Their functions are associated with providing an alternative, energy efficient means for NADH regeneration, nitrogen assimilation, and pseudohyphal growth [31]. As stated above, down regulation of the MET genes was observed in *hfl1*∆ and *dpb4∆*. Methionine, as a constituent of proteins, is also critical to biochemical pathways, including the “methyl cycle” which generates the key metabolite S-adnosylmethioinine (AdoMet) [32]. As the main donor of methyl groups in methylation reactions, AdoMet plays a vital role in d*e novo* phosphatidylcholine (PC) synthesis that requires three AdoMet-dependent methylation steps [33].

#### ***Morphogenesis and cell wall responses are regulated by each TF***

The repressive activity of *RBF1* on filamentous growth in *C. albicans* was first noted by Aoki *et al*[22]. In Table 4, we list the most common genes that are related to filamentous growth and their expression level in each mutant. We show that the production of hyphae was associated with the upregulation of genes, such as *RBR1, HWP1* and *ECE1* in *rbf1*Δ and *hfl1*Δ mutants, but much less so in *dpb4*Δ. 

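*ECE1* (orf19.3374) was 63.5-fold higher in *rbf1*Δ and 770-fold higher in *hfl1*Δ with the dim signal of one of its WT probes raised to the background limit of that array, and normexp background correction gave smaller rises. Its log2 ratio was 0.42 on the array labelled *dpb4*Δ. *HWP1* (orf19.1321) had log2 ratios of 5.19 in *rbf1*Δ, 6.82 in *hfl1*Δ and -0.13 on the array labelled *dpb4*Δ, with a wide gap between its probes (7.56 and 2.83 in *rbf1*Δ). *RBR1* (orf19.535) had log2 ratios of 1.83, 2.26 and 3.00 in the same order. *HGC1* (orf19.6028) was 5.75-fold higher in *rbf1*Δ and 13.7-fold higher in *hfl1*Δ, with one of its WT probes not well above background. *FGR18* (orf19.4067), which Table 4 gives for *hfl1*Δ, had a log2 ratio of -0.17 from 1 dim probe, because its other probe had no spot without an outlier flag on that array, and only the authors' processed values put it past 2-fold, at 1.55.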

Transcriptional changes were not noted in the transcription factors *CPH1* and *EFG1*. These partial transcriptional profiles mostly correspond to the hyphal phenotypes of the *rbf1*Δ and *hfl1*Δ mentioned above.

Microarray data support a general increase of genes encoding cell wall β-glucan biosynthesis among three mutants, such as *EXG2*, *PHR1*, *PHR2*, *GSC1* and *KRE1.* Up or down regulation of genes associated with the regulation of mannosylation are noted in the *hfl1Δ* and *rbf1Δ* (Additional file 1: Table S1 and Additional file 2: Table S3). In addition to the cell wall glucan biosynthesis genes, those of the cell wall integrity and MAPK pathways were up-regulated, including the *CHK1* histidine kinase and the *CEK1* MAP kinase. Both genes are known to regulate cell wall polysaccharide synthesis [34,35].

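The log2 ratios of *KRE1* (orf19.4377) were 3.62 in *rbf1*Δ, 1.93 in *hfl1*Δ and 1.28 on the array labelled *dpb4*Δ, and those of *PHR1* (orf19.3829) 1.94, 2.51 and 1.04. On the array labelled *dpb4*Δ *PHR1* lost its call with normexp background correction, quantile normalization and the authors' processed values, and when both probes had to pass 2-fold. *EXG2* (orf19.2952) had log2 ratios of 2.23, 2.26 and 0.23. *GSC1* (orf19.2929) had 0.93, 1.05 and 0.29, and its call in *hfl1*Δ needed the mean of both probes. *PHR2* (orf19.6081) had 0.40, 0.97 and 0.72, and passed 2-fold in *hfl1*Δ with quantile normalization and with the authors' processed values.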

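*CHK1* (orf19.896) had log2 ratios of 1.42 in *rbf1*Δ, 2.33 in *hfl1*Δ and 1.39 on the array labelled *dpb4*Δ. Those of *CEK1* (orf19.2886) were 0.96, 2.14 and 1.79, and the value in *rbf1*Δ stayed under 2-fold with each alternative.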

#### ***Regulation of metabolic flux transporters***

The regulatory roles of the three TRs on transporter activity have been noted (Tables 3 and 4). 

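The 13 *HGT* genes in the paper's lists were taken by symbol, without a check that each is a sugar transporter. Their median log2 ratio was -1.50 in *rbf1*Δ, with 9 down regulated and 1 upregulated past 2-fold, and -1.44 in *hfl1*Δ, with 7 and 1. *HGT17* (orf19.4682) had the lowest log2 ratio after the deleted gene in both, -6.15 and -4.18, and *HGT12* (orf19.7094) followed in *rbf1*Δ at -6.06. With normexp background correction *HGT12* was lower there than *HGT17* and *RBF1*. Shared signal between the probes of related *HGT* genes was not tested.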

The major changes in both *rbf1*∆ and *hfl1*∆ mutants were down-regulation of transporters for sugar, lipid, amino acids, as well as the MFS transporter family (major facilitating superfamily). Quantitatively, 101 transporters were downregulated in *rbf1*∆, 80 in *hfl1*∆, and 37 in *dpb4*∆, of which the mitochondrial transporters and inter organelle transporters are not included. 

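Among the called genes with transporter terms in their annotation text, 52 were down regulated and 19 upregulated in *rbf1*Δ. In *hfl1*Δ 30 were down regulated and 17 upregulated, and on the array labelled *dpb4*Δ 18 and 12. The terms were written after the data had been seen, and genes of mitochondria were not taken out.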

Certainly, the circuits for nutrient import from extracellular environment or intracellular translocation between compartments are regulated by all TRs but less so by *DPB4*. 

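Of the *HGT* genes, 8 were higher than in WT on the array labelled *dpb4*Δ and 5 lower, with a median log2 ratio of 0.31. Past 2-fold were 2 upregulated genes and 1 down regulated gene.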

In *dpb4*∆, gene expression for MFS, sugar, lipid and amino acid importers are increased.

The measurement of intracellular accumulation of R6G is a useful method to reflect the activity of the CDR drug efflux pumps. The extracellular release of R6G in *C. albicans* was inversely correlated with the level of this group of efflux exporters [36]. Similar to *goa1*∆, the CDR genes (*CDR2*, *CDR4* and *CDR11*) are down regulated in *hfl1*∆, which may explain its poor extracellular efflux rate of R6G shown in Figure 7 and hypersusceptibility to fluconazole (Table 2). However, these CDR genes were not changed in *rbf1*∆ and *dpb4*∆ although they displayed a similar rate of R6G efflux as *hfl1∆*. 

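In *hfl1*Δ the log2 ratio was -1.42 for *CDR11* (orf19.918), -1.18 for *CDR4* (orf19.5079) and -0.51 for *CDR2* (orf19.5958), whose probes gave -0.92 and -0.10. *CDR2* passed 2-fold with no alternative. In *rbf1*Δ *CDR2*, *CDR4* and *CDR11* had log2 ratios of -0.27, -0.21 and -0.79, and on the array labelled *dpb4*Δ -0.21, 0.26 and 0.58.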

Rbf1p, Hfl1p, or Dpb4 may regulate efflux by a different mechanism. Because R6G has a permanent positive charge, its cellular accumulation relies on a plasma membrane potential that is localized mainly in the mitochondria [37].

**Figure 7:**
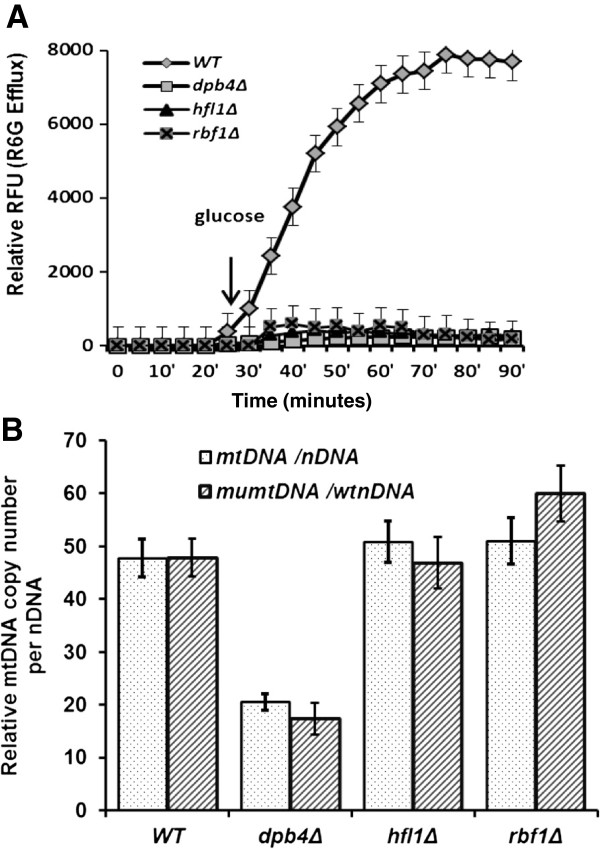
**Membrane transport of R6G is reduced in each TF mutant and relative mtDNA copy number is less in *dpb4*∆ mutant (7B). (A)** Parental (SN250) and each mutant were assayed for transport of R6G. Relative RFU, relative fluorescent units over a 90 min time interval were determined. Cells were starved in buffer for 20 min then glucose was added to each culture. Compared to parental cells, all mutants had little transporter activity. **(B)** The ratio of mtDNA copy number to that of nuclear DNA (nDNA) is calculated by ΔC_t_ with matched pairs of mtDNA/nDNA primers. The relative copy number of mtDNA is averaged from three biological replicates (mtDNA/nDNA). Compared to the parental strain, *dpb4*Δ has less mtDNA copies compared to its own nDNA or parental nDNA. However mutants (*rbf1Δ* and *hfl1Δ*) have a similar mtDNA copy number as the parental strain*.* (mumtDNA: mutant mtDNA; wtnDNA: wild type strain nDNA).

The spermidine transporter was only upregulated in *rbf1*∆ and *hfl1Δ*. These data may illustrate that these mutants have a high demand for sustaining intracellular pH and membrane potential since the spermidine transporter synchronizes Ca^2+^, Na^+^, K^+^ -ATPase in plant cells [38]. However, transporters of metal cations were upregulated in each of the TRKO mutants. 

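*DUR31* (orf19.781), which the paper's tables annotate as a high affinity transporter of spermidine, had log2 ratios of 1.91 in *rbf1*Δ, 1.74 in *hfl1*Δ and 0.57 on the array labelled *dpb4*Δ. It was matched to the claim by this annotation after its values were seen.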

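Called genes annotated with the transport or reduction of copper, iron or zinc numbered 11 in *rbf1*Δ, 9 of them upregulated. In *hfl1*Δ 9 of 12 were upregulated, and on the array labelled *dpb4*Δ 4 of 5, with terms chosen after the data had been seen.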

The significance of uptake of Fe^3+^ and Cu^2+^ uptake is related to mitochondrial respiration since electron transfer among ETC complexes is carried out by reduced metal ions [39]. The high demand for metal ion uptake in the TRKO mutants again suggests their defective mitochondria.

#### ***Dpb4p is required for mitochondrial genome maintenance in C. albicans***

Giving the fact that a few complex I genes are down-regulated transcriptionally in *dpb4Δ* described above (Figure 4), we performed real-time PCRs to determine if mtDNA maintenance is affected in this mutant with four sets of primers: two sets of mtDNA encoded genes NAD1 (complex I subunit) and COX1 (complex IV subunit), and two sets of nDNA genes (18S rRNA and SOD1). The average number of copies of mtDNA per nDNA for DPB4 TRKO strain is less than half the levels of WT and other two mutants tested in Figure 7B. Since nDNA replication is also extensively affected in *dpb4Δ* mutant microarray data, we also normalized the mtDNA copy number by comparing the mtDNA Ct of *dpb4Δ* with nDNA Ct of WT cells. Again we see the reduction of mtDNA replication rate in this mutant.

#### ***The TRs regulate other TRs***

In eukaryotes, ~3-5% of their protein repertoire is transcription factors [40]. In our previous studies of *GOA1*, we found ~100 transcription factors that were down regulated in the gene-deleted mutant, including reduction of a large group of Zn2-Cys6 cluster TRs. Presumably, the TRs regulate metabolic pathways. However, of 77 such genes, most are poorly characterized, yet they are fungal-specific [41]. We compared the regulation of other TRs by *RBF1*, *HFL1* and *DPB4*. The TRs regulated by *RBF1* and *HFL1* are closely related. 

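Figure 8 joins TR genes with a stated direction to both *rbf1*Δ and *hfl1*Δ, and 12 of these could be tied to a gene on the arrays. In *rbf1*Δ all 12 passed 2-fold in the stated direction, and in *hfl1*Δ 10 did. The others in *hfl1*Δ were *CRZ1* (orf19.4972), for which no alternative gave a call, and orf19.5953, which was called with scaling to the array median, quantile normalization or the authors' processed values. The call of *CRZ1* in *rbf1*Δ rests on dim probes: its log2 ratio of 1.57 fell to 0.10 with a floor on dim signals and to 0.58 with normexp background correction, and it was not called when both probes had to pass 2-fold. *SEF2* (orf19.1926) in *hfl1*Δ, at 1.09, fell to 0.94 with the authors' processed values, and it also lost its call with normexp background correction, with quantile normalization and under the rule on both probes.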

Fifteen of the TR genes were either up or down regulated (Figure 8 and see Discussion). In this group, some genes shared between *RBF1* and *HFL1* mutants were also changed in the *GOA1* mutant, such as *ZCF1, ZCF5, ZCF16, ZCF21, FCR1, TRY4* and *RFX2.* The likely involvement of these 7 TRs in the regulation of metabolic process needs to be determined, although the last three transcriptional regulators have been reported to process filamentous growth and azole drug resistance [42,43].

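The log2 ratios in *rbf1*Δ and *hfl1*Δ were -2.01 and -1.19 for *ZCF1* (orf19.255), -1.22 and -1.06 for *ZCF16* (orf19.2808), -1.84 and -1.20 for *ZCF21* (orf19.4166) and -1.10 and -1.70 for *FCR1* (orf19.6817). *ZCF5* (orf19.1255) passed 2-fold in *hfl1*Δ (-1.26) and not in *rbf1*Δ (-0.87). *TRY4* (orf19.5975) fell 3.61-fold in *rbf1*Δ and 3.58-fold in *hfl1*Δ with its dim signals raised to the background limit of the array, and normexp background correction took it under 2-fold in *rbf1*Δ. *RFX2* (orf19.4590) had log2 ratios of 1.76 and 2.23. On the array labelled *dpb4*Δ *TRY4* had 2.40, *FCR1* -1.32, and the other 5 genes lay between -0.70 and 0.65.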

**Figure 8:**
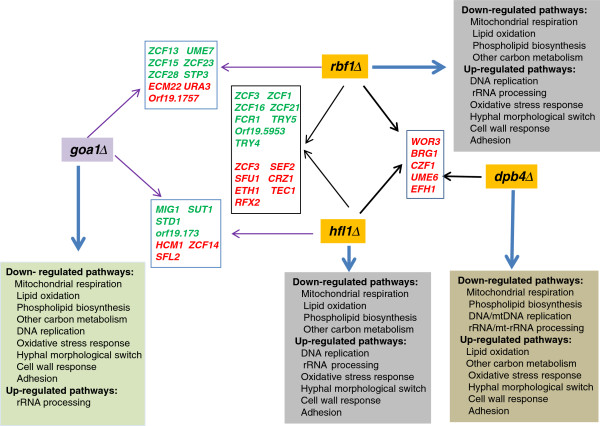
**TRKOs and their influence on transcription of other TR genes.** Each TRKO mutant and *goa1*∆ is shown with arrows that connect common TR genes (rectangular boxes) affected in each null mutant. The TR genes are indicated in red (upregulated) or green (down regulated). Thus for *dpb4*∆, 5 upregulated genes are shown (connected by a right-facing black arrow) that are common to both *rbf1*∆ and *hfl1*∆. Common TR genes of *rbf1*∆ and *hfl1*∆ are similarly inked by black arrows. The number of TR genes common to both *rbf1*∆ and *hfl1*∆ is much greater than those common to *dpb4*∆. Also shown are comparisons of presumed up or down regulated pathways for each mutant including *goa1*∆ (square boxes of various colors).

Only 5 common gene changes were noted in the three TRKOs (Figure 8). Interestingly, the predicated functions of *UME6, WOR3, BRG1, CZF1* and *EFH1* are all associated with hyphal formation or the white-opaque switch that actually matches their hyphal phenotypes. However, these genes were down-regulated in *goa1Δ* which correlates with the inability of that strain to form hyphae under hyphal inducing conditions. 

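*UME6* (orf19.1822) had log2 ratios of 5.52 in *rbf1*Δ, 6.02 in *hfl1*Δ and 1.31 on the array labelled *dpb4*Δ, the last of which fell to 0.91 with normexp background correction. For *WOR3* (orf19.467) the values were 2.96, 3.32 and 1.16, for *BRG1* (orf19.4056) 2.21, 2.24 and 2.02, and for *CZF1* (orf19.3127) 2.43, 1.82 and 1.33. *EFH1* (orf19.5498) was 3.95-fold higher in *rbf1*Δ, 1.85-fold in *hfl1*Δ and 1.77-fold on the array labelled *dpb4*Δ, with a WT probe not well above background, and no alternative called it in the latter pair.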

In conclusion, *RBF1*, *HFL1* and *DPB4* are repressors of the five genes mentioned above for morphologic switching. 

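Among the called genes with a transcriptional regulator term in their annotation text, 39 were found in *rbf1*Δ, 24 upregulated and 15 down regulated. In *hfl1*Δ there were 27, 18 up and 9 down, and on the array labelled *dpb4*Δ 17, 11 up and 6 down. These terms, too, were set after the data had been seen.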

Overall, the regulatory network for *DPB4* mutant is very different, since only 14 of TRs were changed in *dpb4Δ* compared to 44 for *rbf1Δ* and 31 for *hfl1Δ,* including the five common TRs just mentioned above and two other TRs all of which relate to morphogenesis.

## Discussion

Goa1p is required (directly or indirectly) for a number of cell processes [16-20]. Those processes include homeostasis of stationary phase cells, morphogenesis, prevention of early apoptosis, ATP production through its regulation of the ETC CI, and communication between peroxisomes and mitochondria. The latter function ensures that both organelles coordinate pathways of energy production, including aerobic respiration, β-oxidation, gluconeogenesis, and carbon conservation via the glyoxylate cycle. We believe these are the core functions of Goa1p. Deletion of *GOA1*, achieved by constructing a null mutant, causes loss of chronological aging, constitutive yeast growth, lethal levels of ROS, apoptosis, heightened susceptibility to triazole antifungal drugs, and reduced energy production from both mitochondria and peroxisomes. The host-pathogen outcomes from a lack of Goa1p are avirulence, a failure to colonize kidney tissues, and increased killing by human neutrophils and macrophages [16,20].

The availability of a transcription regulator knockout (TRKO) library proved suitable for facile screening based upon the ability of each mutant to grow or not on YP medium containing glycerol as the sole carbon source. Six such mutants were then reduced to three whose gene absence caused a down regulation of *GOA1* indicating that each TR is a positive regulator of *GOA1*. However, we have not as yet identified gene targets of each TF. Thus, our supposition of direct or indirect regulation by each TF awaits confirmation. Our ongoing studies focus on chromatin immunoprecipitation (ChIP) to identify gene targets of each TF.

We have not completed phenotyping profiles of the TRKOs except for antifungal susceptibilities and respiratory competency. In this regard, Rbf1p and Hfl1p are similar to Goa1p in that they each are required for maintenance of WT levels of fluconazole susceptibility. Each of the three TRs is required for respiratory activities but to varying degrees. For example, Rbf1p is much more critical to the maintenance of CI activity and, consequently, low levels of ROS. Each of the TRs is a negative regulator of morphogenesis (yeast-hyphal transition), yet Goa1p would appear to be part of a positive regulatory circuit. Further, Goa1p is critical to host cell recognition. Loss of *GOA1* results in a downregulation of genes encoding this function (17-19). Oppositely, the TR mutants display upregulation of these genes. This difference needs to be correlated with the binding of the TRKOs to epithelial and innate immune cells. The cell wall inhibitor studies may point to a role of each TF in compensatory changes in response to cell wall defects caused by inhibitors. A last look at functional annotation is that of transporter activity, of which each of the TRs and Goa1p is essential (Figure 7A).

An important advantage of the TRKO mutants is to identify genes that are common to specific biological processes. For example, *SUV3* is the only common down-regulated gene of mitochondrial genome maintenance for all TR mutants (Table 3). 

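In *rbf1*Δ the log2 ratio of *SUV3* was -1.06, past 2-fold on both probes. In *hfl1*Δ it stayed under 2-fold in every alternative. *RAD32*, which Table 3 gives for *hfl1*Δ, had log2 ratios of -0.89 in *rbf1*Δ and -0.70 on the array labelled *dpb4*Δ.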

*SUV3* is an RNA helicase that is essential for mitochondrial RNA catabolism and respiratory growth. Oppositely, for the filamentous morphogenesis circuitry, three genes among several are commonly upregulated in each TR [*RBR1* and IHD2 (Table 4)].

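*IHD2* (orf19.6021) had log2 ratios of 2.20 in *rbf1*Δ, 2.91 in *hfl1*Δ and 1.84 on the array labelled *dpb4*Δ, and *RBR1* passed 2-fold in each.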

To visualize the overall roles of each TR and Goa1p, we aligned genes that were up or down regulated in each mutant and also shared among the TRKOs. Also, for each TR, we have summarized the gene responses as presumed functional activities (Figure 8). The three TRs share similar roles in metabolic pathways, stress responses, cell wall regulation, fluconazole susceptibility, and morphogenesis, but transcriptional changes are different. As stated previously, there was a higher number of genes committed to metabolic processes in Rbf1p and Hfl1p than in Dbp4p regarding alternative carbon utilization of non-favorable carbon, lipid and amino acid catabolism. Oppositely, metabolic regulation performed by Dbp4p is likely because of its role in the maintenance of mtDNA genome (Figure 7B). Thus, when mtDNA replication rate in *dpb4Δ* is compromised, the cell metabolism and respiration are also then affected. While Rbf1p and Hfl1p regulated lipid oxidation and other peroxisomal functions such as the glyoxylate pathway, Dbp4p is less critical to these processes. Likely, phospholipid homeostasis in *C. albicans* is also contributed by each TR but in different ways. In fact, a more than 100-fold reduction of *INO4* suggests that Dpb4p provides a positive regulation of PL biosynthesis. Ino4p is the PL biosynthetic activator that forms a heterodimer with Ino2p to regulate UAS_INO_-containing genes [44]. When PA levels drop in ER, the Opi1p repressor disassociates from the nuclear/ER membrane, then translocates to nuclei to attenuate the Ino2p-Ino4p complex activity [45].

Oxidative stress caused by ROS is usually associated with aberrations of mitochondrial metabolism that can threaten cell survival [46]. In this regard, the levels of cell ROS are quite different among the TRKO mutants. ROS production by *rbf1*∆ was much higher than in *hfl1*∆, while that of *dpb4*∆ was similar to WT cells. However, most stress response genes in *rbf1*∆ and *hfl1*∆ were similarly represented. Perhaps the higher level of ROS in *rbf1*∆ is due to the combined loss of CI and CIV activities. CI accounts for ~ 50% of the oxidoreduction activity of the ETC, and if dysfunctional, one could expect much more ROS as superoxide. Another major functional difference in the three TRs as compared to Goa1p is that they negatively regulate genes associated with cell wall and cell integrity while Goa1p positively regulates this gene cluster including the signaling transduction pathway MAPK *CEK1* and *CHK1*[24,25]. Again, direct versus indirect regulatory effects need to be sorted out. Also, as stated above, Goa1p is required for the yeast to hypha phase transition along with cell surface GPI-anchored adhesins, while each of the three TRs repress these growth requirements. Finally, we note again that Dbp4p positively regulates nuclear DNA/mtDNA replication or maintenance as well as rRNA/mt-rRNA processing. The assignment of genes in these groups quantitatively is much greater in Dbp4p than the other two TRs.

Translational applications of these data are apparent. The TFs are fungal-specific, and therefore are of reasonable purpose as drug targets for antifungal drug discovery. Inhibitors likely will have severe consequences on cell metabolism and growth. High throughput screens for such inhibitors might utilize heterozygote libraries of TRs. Hypersensitivity of strains to compounds compared to a parental strain indicates a haploinsufficiency response (decreased fitness) suggesting a drug target. Or, screens of the TRKO mutants with a compound library may be useful. In this case, a resistance phenotype likely indicates the target of the compound.

## Conclusions

Our data are the first to integrate the regulation of metabolic processes by the transcription regulators Rbf1p, Hfl1p and Dpb4p. That these TRs regulate mitochondria and peroxisomal metabolism also is new to fungal pathogens and speaks to their regulation of organelle cross-talking. Equally important, each TR was previously unstudied except for two reports on Rbf1p and its role as a negative regulator of morphogenesis in *C. albicans*. Of particular interest is that there is little overlap in genes of mitochondrial functions regulated by the 3 TRs, yet each is functionally important to this organelle (Table 3). In regard to other cell metabolic activities, such as lipid metabolism, non-glucose utilization, and amino acid metabolism, Rbf1p and Hfl1p are more similar in their gene profiles compared to Dpb4p (Table 4). Two of the major differences in gene transcription among the TRs are transporter genes, of which Rbf1p and Hfl1p clearly are of broader scope than Dpb4p. Second, Dpb4p is a regulator for mtDNA genome maintenance. These observations provide the beginning of an integrative view of global cell functions by transcriptional regulators of fungi.

## Methods

### Strains and media

The homozygous mutants (TRKO) of a *C. albicans* transcription factor *rbf1∆*, *hfl1∆* and *dpb4∆* (orf19.2088) were obtained from transcription factor (TR) library provided by Dr. Alexander Johnson’s lab [21]. All assays with these mutants include the parental strain *C. albicans* SN250 [21]. All strains were grown at 30°C in 2% YPD, 2% glycerol YPG medium (glycerol used as carbon source), minimal medium (0.67% yeast nitrogen base) containing 2% glucose (SD), or Spider agar plates and YPD at pH 9.5.

### TR deletion library screens

The entire TRKO mutant library was initially screened in parallel YPD and YPG plates. For these experiments, TR mutants with mitochondrial defects were identified by their lack of growth on YP-glycerol. 3 μl of cells was added to YPD or YP-2% glycerol (YPG) plates. Plates were kept at 30°C incubator for 24 hours and those with growth defects in YPG only were identified and verified by a second screening with a second deletion strain of the same gene. Subsequent experiments were done only with those mutants that had defective growth in YPG.

### Morphology and generation times

All strains were grown overnight in YPD at 30°C for all experiments described below. Cells were washed, diluted to a cell suspension of 1 × 10^5^/ul, and streaked on YPD, pH 9.5 or Spider agar media and incubated at 30°C. Plates were observed on day 7 and photographed. The morphologic switch from yeast to filamentous forms in 10% serum at 37°C for all strains was done with the same growth conditions. Mutants were compared to SN250. Generation times for *rbf1*∆, *hfl1*∆*,* and *dpb4*∆ strains were evaluated as described [16]. All strains were grown in YPD media at 30°C for 20 hours and cell suspensions were adjusted to an initial cell concentration of OD = 0.1. Also, since the mutants were constitutively filamentous, 50 ml of each culture was centrifuged, and cell pellets were dried, and weighed every 2 hours. Doubling time was determined based on the biomass for each strain in duplicate cultures.

### Functional mitochondrial assays

The measurement of oxygen consumption, reactive oxidant species (ROS) levels, and mitochondrial enzymatic activities of each mutant (*rbf1*, *hfl1* and *dpb4*) and SN250 were done as described [21]. In brief, for oxygen consumption experiments, each strain was inoculated into 100 ml of YPD (2% glucose) broth until exponential growth was achieved. Cells were washed twice with PBS and suspended into fresh YPD at a cell concentration of OD = 0.3. 1 ml of cells was then loaded immediately into the sealed respirometer chamber (Hansatech Instruments Ltd., Norfolk, England). Oxygen consumption was measured over 10 min and polarographically recorded using Oxygraph Plus software. The remaining cultures were centrifuged to determine cell biomass. Oxygen consumption is presented as nmol per min per mg cell dry weight. Data from three experiments were averaged.

Intracellular ROS levels for each strain were evaluated by staining cells using the ROS sensitive fluorescent dye DCFDA (2′,7′-dichlorofluorescein diacetate; Sigma). Since growth was filamentous, the final step in ROS measurement was performed using a fluorescence microplate reader in 96-well black plates (Dynex Technologies Inc., Chantilly, VA, USA) at λex: 485 nm and λem: 530 nm. Cell suspensions were kept in the dark to minimize loss of fluorescent signal during the assay. Cell cultures for each strain were prepared in 20 ml of YPD using an inoculum of 5 × 10^4^/ml; cells were grown overnight at 30°C, in shake culture (200 rpm). The cell pellets from 1 ml of cultures were washed once with PBS and suspended to 1 ml of PBS with 50 μM DCFDA for 30 min at 30°C, 100 rpm. Cells were washed twice with PBS, and 200 μl from each strain was introduced into a 96-well microtiter plate. Cell fluorescence in the absence of DCFDA was used to verify that background fluorescence was similar per strain. ROS data was obtained from duplicate cultures, and all experiments were repeated a total of 3 times.

Enzyme activities of the mitochondrial electron transport chain (ETC) CI and CIV were measured spectrophotometrically following procedures described previously [17,18]. CI (NADH:ubiquinone oxidoreductase) and CIV (cytochrome c oxidase) activities are plotted from duplicated samples for each strain as nmol per min per μg of mitochondrial protein.

### Antifungal susceptibility tests

The susceptibility (MIC_50_ and MIC_100_) for all strains to fluconazole, amphotericin B (AmB) and caspofungin was determined using the broth microdilution method according to CLSI guidelines M27-A3. The range of drugs tested was 0.25-256 μg/ml for fluconazole; 0.03-32 μg/ml for AmB; and 0.016-16 μg/ml for caspofungin. Exponentially grown cultures for each tested strain were diluted in RPMI-1640 to a density of 1 × 10^4^ CFU/ml and 100 μl was added to each well of 96-well plate containing 100 μl RPMI-1640 with different concentration of drug. All plates were incubated for 48 h at 37°C. The MIC_100_ was determined as the concentration resulting in complete growth inhibition, and MIC_50_ for fluconazole corresponded as an inhibition of at least 50% of fungal growth.

### Cell wall and ETC CI and CIV inhibitor assays

Overnight cultures of all strains were collected and washed twice with PBS. The cell suspension, adjusted to 5 × 10^5^ to 5 × 10^1^ in 10 μl PBS, was spotted onto YPD agar with or without inhibitors. For identifying the cell wall defects, 25 μg/ml of calcofluor white (CFW) or Congo red (CR) was added to YPD plates. CI and CIV inhibitors were used at concentrations of 10 μM rotenone and 10 mM KCN in YPD agar. Cultures were incubated at 30°C for 24 h and photographed.

### Rhodamine 6G (R6G) efflux

These experiments were performed using a modified procedure of our earlier published data [19] using 96-well microtiter plates. In brief, cells were initially seeded into 10 ml of fresh YPD after an overnight culture. Exponentially growing cells were washed twice with PBS (pH 7.0, without glucose), and suspended in glucose-free PBS to 10^8^/ml for 2 hours incubation to deplete glucose. Rhodamine 6G was then added at a final concentration of 10 μM for 20 min. Again, cells were washed and suspended in glucose-free PBS before introducing 2% glucose. At every 10 min base, 0.2 ml of cells were removed and energy-dependent efflux of R6G was measured by monitoring the absorption at 527 nm in that were transferred into a black 96-well plate in triplicate, glucose-free controls were included in all experiment.

### Quantitative PCR analysis of Mitochondrial DNA (mtDNA) replication rate

The total DNAs were isolated from SN250 strain and mutants using RNase to remove RNA followed by standard phenol/chloroform extraction and ethanol precipitation. The concentration of DNAs was determined by a nano-spectrophotometer. The primers for analysis of mtDNA are NAD1F (5′-TAGGTTGTGTTGCTGAATGTGC) and NAD1R (5′-CCAGTACCACCACCCATAAATAAG), COX1F (5′-GGTGAATTACGTCTAGCTGTTCC) and COX1R (GCACCATCTAATAGCCCTACTCA). Two sets of nuclear DNA (nDNA) gene are 18SrRNAF (5′-CGCAAGGCTGAAACTTAAAGG) and 18SrRNAR (5′-AGCAGACAAATCACTCCACC), SOD1F(5′-GCTCCAACCACAATTTCCTG) and SOD1R (5′-TGGATTGAAATGAGGACCAGC). The 20 μL PCR reaction contains 1× iQSyBR green supermix (Bio-Rad), 0.25 μM of each primer, and approximately 5 ng of total genomic DNA for each strain. PCR conditions are 2 min at 95°C, followed by 40 cycles of 15 s of denaturation at 95°C and 30 s of annealing at 55°C and 30s of extension at 60°C. The relative copy number of mitochondrial DNA over the nuclear DNA was averaged from the threshold cycle number (C_t_) difference for each pairs of mtDNA/nDNA [47,48]. The individual ratio was determined from each sets of mtDNA/nDNA pairs use the calculation equation N = 2^ΔCt^ where ΔC_t_ = Ct^nDNA1^ -Ct^mDNA1^ or ΔC_t_ = Ct^nDNA2^ -Ct^mDNA2^. Statistical analysis of data was conducted by the *t* test.

### RNA and microarray analyses

For transcriptional profiling, RNA was obtained from the TRKO mutants and SN250 grown in 20-ml of 2% SD medium at 30°C for 5 h as previously described [17,19]. RNA was quantified using an RNA 6000 Nano device, and RNA integrity was assessed using an Agilent 2100 bioanalyzer. For real time PCR measurement of *GOA1* and *NDH51* transcription, overnight cultures in YPD were seeded into 20 ml of fresh SD medium containing 2% glucose. When exponential growth was achieved for all strains, cells were collected and washed, then suspended in YPG medium for one hour before RNA was extracted. Approximately 800 ng of RNA was used to prepare cDNA. Quantitative real-time PCR was carried out in 20 μl of 1x iQ SyBR green Supermix (Bio-Rad) containing 0.25 μM concentration of each primer. The experiment was performed in triplicate using Bio-Rad iQ5, and the transcription level of each gene was normalized to *C. albicans* 18S rRNA levels. The 2^–ΔΔ^CT method of analysis was used to determine the fold change in gene transcription [17,18].

One-color microarray-based gene expression analysis was done using the Agilent low input Quick Amp Labing kit. The RNAs for each strain were prepared from exponential cells cultured in 20-ml of SC medium containing 2% glucose. cDNA was synthesized from 100 ng total RNA for each strain according to the manufacturer’s instructions. Hybridization was completed in a Agilent SureHyb hybridization chamber and scan processed with an Agilent SCAN G2505C Microarray Scanner System. The array used in this study was provided by Agilent Technologies (eArray, ID 037557). The total of 6101 genes (including 12 mitochondrial genes) was done in duplicate.

The image files were first analyzed by Agilent Feature Extraction Software and cyanine 3 intensities were then logarithmically transformed and statistically normalized. The fold change for each gene was calculated by comparing to wild type. In this study, we adopted the cut off for the parametric *p*-value <0.05 and fold change >2 to determine the significance. The entire significant genes list for *rbf1Δ*, *hfl1Δ* and *dpb4Δ* are available in the supplemental material (Additional file 1: Table S1, Additional file 3: Table S2 and Additional file 2: Table S3).

### Availability of supporting data

The microarray data of three TRKO strains and wild type SN250 have been deposited to the GEO database with accession number [GEO:GSE54057]. The microarray data of each mutant with gene changes more than 2- fold are included in this manuscript as additional files indicated below.

## Abbreviations

AA: Amino acid; ALS: Agglutinin-like sequence; CFW: Calcofluor white; CLSI: The Clinical and Laboratory Standards Institute; CR: Congo red; ERG: Ergosterol; ETC: Electron transport chain; MIC: Minimum inhibitory concentration; PA: Phosphatidic acid; PL: Phospholipid; R6G: Rhodamine 6G; ROS: Reactive oxidant species; SL: Sphingolipid; TR: Transcription regulator; TRKO: Transcriptional regulator knockout library; UASINO: Upstream activation sequence *INO*; WT: Wild type.

## Competing interests

The authors declare no competing interests exist.

## Authors’ contributions

P.S performed the TRKO library screening and partial functional study; K.K and D.L performed the most of functional studies, morphological studies, Q-PCR and microarray data analysis; N.S and D.L performed microarray assay; R.C and D. L provided the theoretical framework and guidance for this study and wrote the manuscript. All authors read and approved the final manuscripts.

## Supplementary Material

Additional file 1: Table S1 Up and down-regulated genes list in *rbf1Δ* mutant. Click here for file

Additional file 2: Table S3 Up and down-regulated genes list in *dpb41Δ* mutant. Click here for file

Additional file 3: Table S2 Up and down-regulated genes list in *hfl1Δ* mutant. Click here for file

## References

[B1] BrownGDDenningDWGowNALevitzSMNeteaMGWhiteTCHidden killers: human fungal infectionsSci Transl Med201215165rv132325361210.1126/scitranslmed.3004404

[B2] CalderoneRGay-AndrieuFLiDAlexDSunNTegos G, Mylonakis EAntifungals and antifungal discovery, chapter 17Antimicrobial Drug Discovery2012UK: CABI

[B3] ArnoldHMMicekSTShorrAFZilberbergMDLabelleAJKothariSKollefMHHospital resource utilization and costs of inappropriate treatment of candidemiaPharmacotherapy20101536136810.1592/phco.30.4.36120334456

[B4] GauwerkyKBorelliCKortingHCTargeting virulence. A new paradigm for antifungalsDrug Discov Today20091521422210.1016/j.drudis.2008.11.01319152839

[B5] PfallerMNeofytosDDiekemaDAzieNMeier-KriescheHUQuanSPHornDEpidemiology and outcomes of candidemia in 3648 patients: data from the Prospective Antifungal Therapy (PATH Alliance^®^) registry, 2004-2008Diagn Microbiol Infect Dis2012153233110.1016/j.diagmicrobio.2012.10.00323102556

[B6] BlumbergHMJarvisWRSoucieJMEdwardsJEPattersonJEPfallerMARangel-FraustoMSRinaldiMGSaimanLWiblinRTWenzelRPNational Epidemiology of Mycoses Survey(NEMIS) Study GroupRisk factors for *Candida* blood stream infections in surgical intensive care unit patientsClin Infect Dis20011517718610.1086/32181111418877

[B7] ThompsonGR3rdPatelPKKirkpatrickWRWestbrookSDBergDErlandsenJReddingSWPattersonTFOropharyngeal candidiasis in the era of anti-retroviral therapyOral Surg Oral Med Oral Pathol Oral Radiol Endo20101548849510.1016/j.tripleo.2009.11.026PMC284378920156694

[B8] GagneJGoldfarbNCandidemia in the in-patient setting: treatment options and economicsExpert Opin Pharmacother2007151643165010.1517/14656566.8.11.164317685882

[B9] GrumazCLorenzSStevensPLindemannESchöckUReteyJRuppSSohnK*Species and condition specific adaptation of the transcriptional landscapes in* Candida albicans *and* Candida dubliniensisBMC Genomics20131521210.1186/1471-2164-14-21223547856PMC3626586

[B10] ShahiPMoye-RowleyWSCoordinate control of lipid composition and drug transport activities is required for normal multidrug resistance in fungiBiochim Biophys Acta20091585285910.1016/j.bbapap.2008.12.01219150512PMC2671576

[B11] SandaiDYinZSelwayLSteadDWalkerJLeachMDBohovychIEneIVKastoraSBudgeSMunroCAOddsFCGowNABrownAJThe evolutionary rewiring of ubiquitination targets has reprogrammed the regulation of carbon assimilation in the pathogenic yeast *Candida albicans*MBio201215e00495-12doi: 10.11282323271710.1128/mBio.00495-12PMC3520108

[B12] NiimiMKamiyamaATokunagaMRespiration of medically important *Candida* species and *Saccharomyces cerevisiae* in relation to glucose effectJ Med Vet Mycol19881519519810.1080/026812188800002713050010

[B13] RamírezMALorenzMCMutations in alternative carbon utilization pathways in *Candida albicans* attenuate virulence and confer pleiotropic phenotypesEukaryot Cell20071528029010.1128/EC.00372-0617158734PMC1797957

[B14] BarelleCJPriestCLMaccallumDMGowNAOddsFCBrownAJNiche-specific regulation of central metabolic pathways in a fungal pathogenCell Microbiol20061596197110.1111/j.1462-5822.2005.00676.x16681837PMC1472618

[B15] LorenzMBenderJFinkGTranscriptional response of *Candida albicans* upon internalization by macrophagesEukaryot Cell2004151076108710.1128/EC.3.5.1076-1087.200415470236PMC522606

[B16] BambachAFernandesMPGhoshAKruppaMAlexDLiDFonziWAChauhanNSunNAgrellosOAVercesiAERolfesRJCalderoneRGoa1p of *Candida albica*ns localizes to the mitochondria during stress and is required for mitochondrial function and virulenceEukaryot Cell2009151706172010.1128/EC.00066-0919717740PMC2772395

[B17] ChenHCalderoneRSunNWangYLiDCaloric restriction restores the chronological life span of the Goa1 null mutant of *Candida albicans* in spite of high cell levels of ROSFungal Genet Biol20121510233210.1016/j.fgb.2012.09.00723063955

[B18] LiDChenHFlorentinoAAlexDSikorskiPFonziWACalderoneREnzymatic dysfunction of mitochondrial complex I of the *Candida albicans goa1* mutant is associated with increased reactive oxidants and cell deathEukaryot Cell20111567268210.1128/EC.00303-1021398508PMC3127659

[B19] SunNFonziWChenHSheXZhangLZhangLCalderoneRAzole susceptibility and transcriptome profiling in *Candida albicans* mitochondrial electron transport chain complex I mutantsAntimicrob Agents Chemother20131553254210.1128/AAC.01520-1223147730PMC3535965

[B20] SheXZhangLChenHCalderoneRLiDCell surface changes in the *Candida albicans* mitochondrial mutant goa1Δ are associated with reduced recognition by innate immune cellsCell Microbiol201315doi:10.1111/cmi.1213510.1111/cmi.12135PMC373805723490206

[B21] HomannORDeaJNobleSMJohnsonADA phenotypic profile of the *Candida albicans* regulatory networkPLoS Genet200915e100078310.1371/journal.pgen.100078320041210PMC2790342

[B22] AokiYIshiiNWatanabeMYoshiharaFArisawaMRbf1 (RPG-box binding factor), a transcription factor involved in yeast-hyphal transition of *Candida albicans*Nippon Ishinkin Gakkai Zasshi199815677110.3314/jjmm.39.679580030

[B23] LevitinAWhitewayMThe effect of prostaglandin E2 on transcriptional responses of *Candida albicans*Microbiol Res20071520121010.1016/j.micres.2007.02.00117433645

[B24] ChamilosGLewisREKontoyiannisDPInhibition of *Candida parapsilosis* mitochondrial respiratory pathways enhances susceptibility to caspofunginAntimicrob Agents Chemother20061574474710.1128/AAC.50.2.744-747.200616436735PMC1366909

[B25] Joseph-HorneTHollomonDWWoodPMFungal respiration: a fusion of standard and alternative componentsBiochim Biophys Acta20011517919510.1016/S0005-2728(00)00251-611245784

[B26] NohturfftAZhangSCCoordination of lipid metabolism in membrane biogenesisAnnu Rev Cell Dev Biol20091553956610.1146/annurev.cellbio.24.110707.17534419575637

[B27] Shingu-VazquezMTravenAMitochondria and fungal pathogenesis: drug tolerance, virulence, and potential for antifungal therapyEukaryot Cell2011151376138310.1128/EC.05184-1121926328PMC3209048

[B28] ZhouHLorenzMCarnitine acetyltransferases are required for growth on non-fermentable carbon sources but not for pathogenesis in *Candida albicans*Microbiology20081550050910.1099/mic.0.2007/014555-018227254

[B29] CarmanAVylkovaSLorenzMRole of acetyl coenzyme A synthesis and breakdown in alternative carbon source utilization in *Candida albicans*Eukaryot Cell2008151733174110.1128/EC.00253-0818689527PMC2568070

[B30] LorenzMFinkGThe glyoxylate cycle is required for fungal virulenceNature200115838610.1038/3508359411452311

[B31] HazelwoodLADaranJMvan MarisAJPronkJTDickinsonJRThe ehulich pathway for fusel alcohol production: a century of research on *Saccharomyces cerevisiae* metabolismAppl Environ Microbiol2008152259226610.1128/AEM.02625-0718281432PMC2293160

[B32] BarzTAckermannKPyerinWControl of methionine biosynthesis genes by protein kinase CK2-mediated phosphorylation of Cdc34Cell Mol Life Sci2006152183219010.1007/s00018-006-6213-516952051PMC11136312

[B33] MalanovicNStreithIWolinskiHRechbergerGKohlweinSDTehlivetsOS-adenosyl-L-homocysteine hydrolase, key enzyme of methylation metabolism, regulates phosphatidylcholine synthesis and triacylglycerol homeostasis in yeast: implications for homocysteine as a risk factor of atherosclerosisJ Biol Chem20081523989239910.1074/jbc.M80083020018591246PMC3259781

[B34] EismanBAlonso-MongeRRománEAranaDNombelaCPlaJThe Cek1 and Hog1 mitogen-activated protein kinases play complementary roles in cell wall biogenesis and chlamydospore formation in the fungal pathogen *Candida albicans*Eukaryot Cell2006153473581646747510.1128/EC.5.2.347-358.2006PMC1405885

[B35] LiDWilliamsDLowmanDMonteiroMATanXKruppaMFonziWRomanEPlaJCalderoneRThe *Candida albicans* histidine kinase Chk1p: signaling and cell wall mannanFungal Genet Biol2009157314110.1016/j.fgb.2009.06.00819563901PMC2731578

[B36] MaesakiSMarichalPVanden BosscheHSanglardDKohnoSRhodamine 6G efflux for the detection of CDR1-overexpressing azole-resistant *Candida albicans* strainsJ Antimicrob Chemother199915273110.1093/jac/44.1.2710459807

[B37] SaengkhaeCLoetchutinatCGarnier-SuillerotAKinetic analysis of rhodamines efflux mediated by the multidrug resistance protein (MRP1)Biophys J2003152006201410.1016/S0006-3495(03)74628-112944313PMC1303372

[B38] ZhaoFSongCPHeJZhuHPolyamines improve K^+^/Na^+^ homeostasis in barley seedlings by regulating root Ion channel activitiesPlant Physiol2007151061107210.1104/pp.107.10588217905858PMC2048800

[B39] BrandtMEVickeryLECharge pair interactions stabilizing ferredoxin-ferredoxin reductase complexes. Identification by complementary site-specific mutationsJ Biol Chem19931517126308349601

[B40] van SteenselBMapping of genetic and epigenetic regulatory networks using microarraysNat Genet200515SupplS18241592052510.1038/ng1559

[B41] VandeputtePIscherFSanglardDCosteATIn vivo systematic analysis of *Candida albicans* Zn2-Cys6 transcription factors mutants for mice organ colonizationPLoS ONE201115e2696210.1371/journal.pone.002696222073120PMC3205040

[B42] HaoBClancyCJChengSRamanSBIczkowskiKANguyenMH*Candida albicans* RFX2 encodes a DNA binding protein involved in DNA damage responses, morphogenesis, and virulenceEukaryot Cell20091562763910.1128/EC.00246-0819252121PMC2669197

[B43] TalibiDRaymondMIsolation of a putative *Candida albicans* transcriptional regulator involved in pleiotropic drug resistance by functional complementation of a pdr1 pdr3 mutation in *Saccharomyces cerevisiae*J Bacteriol199915231240986433510.1128/jb.181.1.231-240.1999PMC103554

[B44] KummeJDietzMWagnerCSchüllerHJDimerization of yeast transcription factors Ino2 and Ino4 is regulated by precursors of phospholipid biosynthesis mediated by Opi1 repressorCurr Genet200815354510.1007/s00294-008-0197-718542964

[B45] HenrySAKohlweinSDCarmanGMMetabolism and regulation of glycerolipids in the yeast *Saccharomyces cerevisiae*Genetics20121531734910.1534/genetics.111.13028622345606PMC3276621

[B46] HirstJKingMSPrydeKRThe production of reactive oxygen species by complex IBiochem Soc Trans2008159768010.1042/BST036097618793173

[B47] BaiRKPerngCLHsuCHWongLJCQuantitative PCR analysis of mitochondrial DNA content in patients with mitochondrial diseaseAnn N Y Acad Sci2004153043091512630610.1007/978-3-662-41088-2_29

[B48] KellyRDWMahmudAMcKenzieMTrounceIASt JohJCMitochondrial DNA copy number is regulated in a tissue specific manner by DNA methylation of the nuclear-encoded DNA polymerase gamma ANucleic Acids Res201215101241013810.1093/nar/gks77022941637PMC3488228

How the deposited data were processed for this re-analysis (not part of the article)

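RNA from the *rbf1*Δ, *hfl1*Δ and *dpb4*Δ strains of the TRKO library and from the parental strain SN250 (WT) had been hybridized to 4 one-colour Agilent arrays, 1 per strain, on 1 slide with 1 scan. Cultures were grown for 5 h at 30°C and 200 rpm in 20 ml of medium with 2% glucose from an A600 of 0.2, and 100 ng of total RNA was labelled with Cy3. The samples were matched to the strains by their titles. The comparisons were each mutant against the same WT array.

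The intensity values of each array, per the file headers, were background subtracted and corrected for trends within the array by Feature Extraction 10.7.3.1 and were not scaled between arrays. The log2 values that the authors deposited were log transformed and quantile normalized over the 4 arrays, with the spots of a probe combined, and these values are used here only as an alternative. The paper's methods name log transformation and a statistical normalization without naming its kind. They also name a parametric p, which 1 array per strain cannot give between cultures, and no p is reported here.

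Each array holds 15744 spots, of which 536 are controls, and the other 15208 measure 6101 genes with 2 probes each. A probe has 1 spot (9796 probes), 2 spots (2256) or 6 spots (150). The processed signal was log2 transformed and the 75th percentile of the array over probes outside the controls was subtracted after the spots of a probe had been averaged. Spots carrying an outlier flag of the scanner software were left out, 25, 34, 32 and 13 on the *rbf1*Δ, *hfl1*Δ, *dpb4*Δ and WT arrays. No spot was saturated. Spots of a probe, and then probes of a gene, were averaged on the log2 scale. For 42 probes no spot was left on at least 1 array, and the gene's other probe was used. A gene was called changed when it differed more than 2-fold from WT. For a gene with a probe not well above background on one side, the fold was computed with that signal raised to the background limit of its array, the lowest signal of a probe well above background there, where it lay under that limit. Such folds depend on the background correction and are not lower limits.

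The share of spots well above background was 96.8%, 97.8%, 96.8% and 97.1% on the 4 arrays, and the median signal was 6079, 7187, 6196 and 6307. The numbers of probes not well above background were 413, 309, 421 and 375. The pooled SD of a single probe's log2 ratio, from the difference between the 2 probes of a gene, was 0.20, which gives 0.14 for a gene. The 2 probes of a gene correlated across genes at 0.922, 0.913 and 0.915 in the 3 comparisons, and genes are not independent replicates. These values cover noise within an array only, and the number of arrays limits what can be said of the strains. The spread used to say whether a log2 value moved under an alternative (0.14), the spread of R2 from resampling of genes (0.026) were set after the data had been seen. For counts a factor of 1.5 was used.

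Symbols and annotation texts were taken from the paper's Tables S1 to S3, which list 1488 genes, and from a reference table of symbols. The genes encoded by mitochondrial DNA were taken by their identifiers. Sets were the 12 mitochondrial genes, ribosome biogenesis (108 genes), peroxins (5), *GAL* (5), *MET* (8), *HGT* (13) and *ALS* (7) genes. Further sets were β-oxidation and the glyoxylate cycle (9) and the nuclear genes found by terms for complexes I, III, IV and V (3). Apart from the mitochondrial genes, all sets hold genes that the study picked from these same arrays. Cytosolic ribosomal proteins and *ERG* genes had fewer than 3 members and were left out. The median of each set was placed among the medians of 10000 random lists matched on mean expression in 20 bins (seed 56), drawn from all genes for the mitochondrial set. For the other sets, which were placed among lists from the 1488 listed genes, the place is not reported, because the study had picked their genes for changes on these arrays. Genes to be named were chosen by 1 rule, and not all of those from the paper are printed: every gene the paper names beside array results, the deleted genes, and in each mutant the 3 highest and the 3 lowest among genes past 2-fold on both probes. Genes named outside it are marked. The terms by which called genes were counted as rRNA and ribosome genes were set with the sets. The terms for transporters, transcriptional regulators, metal transport, methionine and glycolysis were set after the data had been seen. By the methionine or sulfur terms, 4 called genes were found in *rbf1*Δ (2 upregulated), 8 in *hfl1*Δ (3 upregulated) and 8 on the array labelled *dpb4*Δ (1 upregulated).

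The settings, the sets, the comparisons and 8 alternatives were fixed before the data were examined. The alternatives were normexp background correction (limma 3.58.1, offset 50), scaling to the array median, quantile normalization, a floor on dim signals, a filter on dim probes, the rule that both probes pass 2-fold, averaging of linear signals, and the authors' processed values. Normexp had been planned on the mean pixel of a spot and was run on the median pixel. A smooth trend with signal and with place on the array was removed by local regression (span 0.3) for 1 set of tests. That span was set after the data had been seen. The effect of a shared WT array was simulated 200 times. The calling steps were tested on simulated data with 200 changed genes in each comparison. All 144, 142 and 145 genes changed 3-fold or more were recovered, and 0 of 5901 unchanged genes were called. This outcome depends on the noise that was simulated. With 1 array per strain, noise between cultures could not be measured, so the outcome gives no rate of false calls between strains.

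The comparisons with *goa1*Δ, the functional classes of Figure 5 other than rRNA and ribosome genes, and *COX1*, *COX4*, *CPH1*, *EFG1*, *ETH1*, *GOA1*, *NAD1*, *NDH51*, *SOD1* and *SUT1* were not analysed here. A comparison by chromosome was planned and not made, because 11.1% of the genes could be placed on a chromosome and 80% had been set as the minimum. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, matplotlib 3.10.9 and R 4.3.3 were used.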

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

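The test of the scaling between arrays was chosen only after the result was seen, and the tests of the array label were written with the paper's gene lists, which hold *INO4* and not *DPB4*, already known. For the removal of a smooth trend, the span was set after the data had been seen.

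The signal of *DPB4* on the array labelled *dpb4*Δ, a gene that the paper's lists leave out, lay at the WT level instead of near background, with a log2 ratio of 0.066. *RBF1* and *HFL1* had log2 ratios of -6.21 and -5.47 on the arrays of their own mutants. Silent *DPB4* probes are argued against by the WT signals of 11737 and 12850, both well above background, although a second transcript bound by both probes was not tested. A swap among the 4 arrays is argued against by the lowest *DPB4* log2 ratio over the mutants, which was -0.10 (in *hfl1*Δ), and by the low signals of *RBF1* and *HFL1* where they were looked for. A candidate explanation is that the RNA came from a strain that lacks *INO4* and carries *DPB4*, through a single wrong label or a swap with a strain outside the 4. *INO4* had a log2 ratio of -7.17 there, or -5.82 with normexp background correction. The test had asked for both *INO4* probes to be not well above background, and the probe at 54.8 was just above that limit. A *DPB4* locus disrupted without loss of the probed part of its transcript, together with a true repression of *INO4*, stays open, since the places of the probes in the gene are not known here. Each direction given for *dpb4*Δ carries this doubt.

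All 12 genes encoded by mitochondrial DNA were lower on the array labelled *dpb4*Δ, with a median log2 ratio of -0.75, while the paper discusses 5 of them in that strain. After removal of a smooth trend with signal and with place on the array the median was -0.785, against 0.01 for all genes, which argues against such a trend. Among the other scalings the median nearest 0 was -0.756. These scalings bring the bulk of the genes together, and the median over all genes was already 0.03 on this array. They could thus move the 12 genes little, and the value shows only that the choice of scaling matters little. Normexp background correction gave -0.71. Less mitochondrial DNA or less mitochondrial RNA in the strain, and a difference in how far the RNA preparations carry mitochondrial transcripts, may both give such a pattern. By PCR on DNA, which is not used here, the paper reports a lower ratio of mtDNA to nuclear DNA for its *dpb4*Δ strain than for WT and the other mutants (Fig. 7B). With 1 RNA preparation per strain the arrays do not separate these explanations, and the identity of the strain on this array is open as above.

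In *hfl1*Δ the same 12 genes were all higher, with a median log2 ratio of 0.71, in genes of which the paper discusses only a few for this strain. The median was 0.61 after removal of the smooth trend, and it lay between 0.58 with the authors' processed values and 0.71 over the alternatives. In *rbf1*Δ the median was 0.56. No biological explanation was tested, and a difference between RNA preparations may also give this pattern.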

How the results depend on the processing

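No alternative was added after the results were seen, but the spreads by which a log2 value or R2 counts as moved were chosen after the data had been seen, and so were no other tests of this part.

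Over the 8 alternatives, the results that answer a comparison gave 273 values, of which 261 stayed within the spread or, for counts, within 1.5 times, and 12 moved. None changed direction. The numbers of genes past 2-fold lay between 667 and 815 in *rbf1*Δ, 456 and 565 in *hfl1*Δ, and 406 and 492 on the array labelled *dpb4*Δ. *rbf1*Δ and *hfl1*Δ shared between 232 and 292 genes, with R2 between 0.758 and 0.787. With the array labelled *dpb4*Δ, *rbf1*Δ shared between 123 and 177 genes and *hfl1*Δ between 120 and 155. *DPB4* stayed between 0.05 and 0.07 on that array.

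Normexp background correction moved *RBF1* in *rbf1*Δ to -5.05, *HFL1* in *hfl1*Δ to -4.84 and *INO4* on the array labelled *dpb4*Δ to -5.82. The offset of 50 that it adds lies near the lowest signals, which by construction draws ratios of dim probes towards 0. Quantile normalization moved *HFL1* to -5.62, *INO4* to -7.00, the median of the peroxins in *hfl1*Δ to -0.93, that of the *GAL* genes in *hfl1*Δ to -2.46 and that of the *HGT* genes on the array labelled *dpb4*Δ to 0.48. The authors' processed values gave -6.92 for *INO4*, -0.94 for the peroxins in *hfl1*Δ and 0.46 for the *HGT* genes on the array labelled *dpb4*Δ. The filter on dim probes moved the *HGT* median in *rbf1*Δ to -2.04, over fewer genes by its construction. For the quantile normalization and the authors' processed values the cause was not tested. Under these alternatives *RBF1*, *HFL1* and *INO4* remained far past 2-fold.

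The share of called genes that were higher in *hfl1*Δ was 63.9%, and fell to 54.0% with quantile normalization and 54.3% with the authors' processed values. The median over all genes moved by less than 0.1 on the log2 scale with every scaling. The cause was not tested.

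Of the 4058 values of single named genes under the alternatives, 246 moved by more than the spread. Of the 251 named values past 2-fold, the alternatives kept between 228 (normexp) and 250. For genes discussed at a claim, the alternatives under which a call was lost are given there. Other named genes, whose values are not printed, also lost their call under between 1 and 5 of the alternatives. The filter on dim probes gives no value for orf19.230, *FGR18*, *CRZ1*, *UME7* and 1 *MET* gene, nor for *ECE1* on the array labelled *dpb4*Δ.

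Signal over background limits the largest ratios. The lowest signal of a probe well above background was between 45.5 and 49.7 on the arrays, against median signals of 6079 or more, so folds of genes with signals near that limit depend on the background correction. Among the called genes 13.6%, 11.1% and 7.84% had a probe not well above background on at least one side in *rbf1*Δ, *hfl1*Δ and on the array labelled *dpb4*Δ. No paired analysis was possible because there is 1 array per strain, and for the same reason no replicate could be left out. The comparison by chromosome was not run.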

Differences from the paper's values

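The terms for transporters were chosen only after the data had been seen, while those for rRNA and ribosome genes and the alternatives were set before, and no tests of causes are given in this part.

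Genes with rRNA or ribosome terms made up 1.51% of the called genes in *rbf1*Δ and 0.543% in *hfl1*Δ, against the paper's 3% for rRNA processing and ribosomal assembly in both, and none of the 8 alternatives set before the data were examined came within the paper's values. On the array labelled *dpb4*Δ the share was 19.87% against the paper's 31%. Normexp background correction (23.2%), the floor on dim signals (20.9%) and the rule that both probes pass (21.6%) came within 1.5 times of it, and the other 5 alternatives did not. The paper's classes rest on databases, and the share here on annotation texts.

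The number of changed transporter genes in *hfl1*Δ was 47 against the paper's 80, and no alternative came within 1.5 times of it. Down regulated transporter genes numbered 52 in *rbf1*Δ against the paper's 101, 30 in *hfl1*Δ against the paper's 80 and 18 on the array labelled *dpb4*Δ against the paper's 37, with none of the alternatives closer than 1.5 times. The counts here rest on terms in annotation texts, with genes of mitochondria kept. The paper's classes rest on databases, and its counts leave out transporters of mitochondria and between organelles. The alternatives change the signals and not the terms, so they cannot tell whether the terms make the gap. The text of the paper gives its 101, 80 and 37 as down regulated genes, while its Table 4 gives them as totals of the group. Against the totals, the changed transporter genes numbered 71 in *rbf1*Δ and 30 on the array labelled *dpb4*Δ, both within 1.5 times, except that normexp background correction (63) and the rule on both probes (65) gave fewer in *rbf1*Δ.

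Other values came within the paper's in the setting used here and not in every alternative. The number of changed genes in *hfl1*Δ was 456 with normexp background correction against the paper's 692, the fall of *INO4* on the array labelled *dpb4*Δ was 56.3-fold with the same correction against the paper's 100-fold, and R2 was 0.787 with the rule on both probes and 0.786 with the authors' processed values against the paper's 0.76.

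The paper describes all 3 scavenging genes *SOD3*, *GPX1* and *GPX2* as upregulated in the mutants. *GPX1* had a log2 ratio of -0.07 in *rbf1*Δ and *GPX2* of -0.49 on the array labelled *dpb4*Δ, and no alternative called either upregulated. Table 3 gives orf19.850 as upregulated in *rbf1*Δ, where its log2 ratio was -1.16, and the paper's own Table S1 also lists it as lower. Figure 8 draws *URA3* (orf19.1716) as upregulated in *rbf1*Δ, where its log2 ratio was -1.67. Table 4 gives *FGR18* as upregulated in *hfl1*Δ, where its log2 ratio was -0.17 from 1 dim probe, the other being left out for its outlier flag, and the authors' processed values reach the paper's call with 1.55.

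The paper takes *DPB4* as deleted in the third strain, and its log2 ratio on that array was 0.07, and between 0.05 and 0.07 over the alternatives. It states that 5 mitochondrial genes of complex I fell past 2-fold there, of which *NAD4L* and *NAD4* did. Quantile normalization and the authors' processed values add *NAD3*, averaging of linear signals adds *NAD5*, and none adds *NAD2* (-0.92). It gives *CDR2* as down regulated in *hfl1*Δ, where the log2 ratio was -0.51 and no alternative made the call. It gives *SUV3* as down regulated in all mutants, and in *hfl1*Δ the log2 ratio of -0.82 stayed under 2-fold in each alternative. Glycolysis and fermentation genes are described as upregulated in each mutant, and in *rbf1*Δ 4 called genes went each way. *EFH1* is given as changed in all 3 mutants, and was called in *rbf1*Δ only. *ZCF5* is named among genes shared by *rbf1*Δ and *hfl1*Δ, and its log2 ratio of -0.87 in *rbf1*Δ was not called under any alternative. Of *RBR1*, *HWP1* and *ECE1*, described as upregulated much less in *dpb4*Δ, the latter pair was lower on the array labelled *dpb4*Δ than in the other mutants, while *RBR1* was highest there (3.00 against 1.83 and 2.26). Fermentation, glycogen and xylose genes are described as also upregulated in *rbf1*Δ and *hfl1*Δ. *XYL2* in *hfl1*Δ (0.83) stayed under 2-fold in each alternative, and so did *GDB1* in *rbf1*Δ (0.89). The paper names no glycogen gene for this statement, and *GDB1* was taken here by its annotation.

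Of the 232 stated pairs of a gene and a mutant, 188 were called in the stated direction. Further pairs that were not called had a log2 ratio in the stated direction. Of these, normexp background correction calls *ATP19* on the array labelled *dpb4*Δ, *PRP13* in *rbf1*Δ and *MET10* on the array labelled *dpb4*Δ. *MET10* is also called with scaling to the array median and with averaging of linear signals. Scaling to the array median calls *ILV6*, orf19.5953 and orf19.173 in *hfl1*Δ, and quantile normalization and the authors' processed values call orf19.5953, orf19.173, *FRP5* and *PHR2* there. Quantile normalization alone calls orf19.6532 in *hfl1*Δ, and averaging of linear signals calls orf19.4523 and *FGR6-10* in *rbf1*Δ. No alternative calls *ATP18*, *NAD5*, orf19.3353, *CEK1*, *ZCF23*, *ZCF28*, *UME7*, orf19.2401, *GSC1* or *PHR2* in *rbf1*Δ, *MDL2*, orf19.2184, *GTT12*, orf19.230, *CRZ1* or *STD1* in *hfl1*Δ, or *GSC1*, *PHR2*, *EXG2*, *FGR6-10* or orf19.3303 on the array labelled *dpb4*Δ.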

Other observations

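The tests of differences that share no array and of the places of the arrays on the slide were chosen only after the result was seen, and the others were written before. For the test of a smooth trend, the span was set after the data had been seen.

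*rbf1*Δ and *hfl1*Δ shared 297 of their 815 and 576 changed genes, 289 of them in the same direction, with a correlation of 0.577 over all genes. Both comparisons use the one WT array, and a deviation of that array enters both. The simulation of arrays that deviate independently gave up to 273 shared genes and correlations up to 0.535, a little under the observed values, while the observed R2 of 0.768 is not above the simulated 0.825. That test, written before the result was seen, leaves open how much of the overlap the WT array gives, so the overlap and the WT array cannot be told apart by it. Its mean correlation of 0.502 rests on the assumption that all arrays deviate alike. The other two pairs of mutants share the same WT array and correlated at 0.272 and 0.387, under that mean. The difference of *rbf1*Δ from the array labelled *dpb4*Δ and that of *hfl1*Δ from WT share no array, and they correlated across genes at 0.273, and the reverse pairing at 0.331, which argues against the shared WT array as the whole cause. Noise of single WT spots is argued against by the correlation of 0.531 when the ratios came from different probes of a gene, against 0.576 for the same probe. A smooth trend with signal or place is argued against by the 287 genes that were shared after its removal. Common regulation by both TRs may underlie the rest, and so may the slide, since *rbf1*Δ and *hfl1*Δ lie in one row of arrays and the other two in the other row. The differences within a row correlated at -0.068, so the split of the 4 arrays follows the rows, and row and strain cannot be told apart without another slide. Genes are not independent replicates in any of these correlations.

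Between pairs of arrays, 997 genes differed more than 2-fold between *rbf1*Δ and the array labelled *dpb4*Δ, and 649 each between *rbf1*Δ and *hfl1*Δ and between *hfl1*Δ and the array labelled *dpb4*Δ. These numbers are of the size of those against WT.

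For the number of genes past 2-fold, dim probes are argued against as the main cause, since the filter on dim probes left at least 95.2% of the number in each mutant. That filter keeps genes whose probes are all well above background in the mutant or in WT, and so most genes dim on one side only. With a probe dim on at least one side there were 111, 64 and 38 called genes in *rbf1*Δ, *hfl1*Δ and on the array labelled *dpb4*Δ, and normexp background correction, which acts on these too, left 667 of 815, 456 of 576 and 415 of 485. A change in the copy number of a chromosome may also change many genes. It was not tested, since 11.1% of the genes were placed on a chromosome, fewer than the 80% taken as the minimum, and so it stays open.

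In all 3 mutants 107 genes passed 2-fold, 70 higher in all, 20 lower in all and the others in mixed directions. The paper does not report this number. A deviation of the one WT array enters all 3 comparisons, and how many of these genes it gives was not tested.

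The 7 *ALS* genes of the lists had a median log2 ratio of 2.46 in *rbf1*Δ, 1.03 in *hfl1*Δ and 0.75 on the array labelled *dpb4*Δ, with 5, 4 and 3 upregulated past 2-fold and 1 down regulated in *rbf1*Δ. *ALS3* in *rbf1*Δ, at 5.66, was among the highest of all genes. The terms for complexes I, III, IV and V found only 3 nuclear genes, orf19.1691, *ATP18* and orf19.6374. Their medians were -0.97, -0.25 and -0.05 in the same order. *CYT1*, *QCR8*, *QCR9*, *RIP1* and *ATP19* are not among them, so these medians do not describe the nuclear subunits as a whole. Signal shared between the probes of related genes, such as the *ALS*, *HGT* and *FGR6* families, was not tested.

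Among genes past 2-fold on both probes of the array labelled *dpb4*Δ, *SEO1* (orf19.700) was the third lowest, with a log2 ratio of -2.27, and *PGA23* (orf19.3740) and orf19.1430 followed *PLB1* as the highest, at 3.82 and 3.81.

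On the WT array the gene lowest against the other arrays was orf19.3499, singled out after its values were seen, at 10.4-fold below the lowest of them.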
